# Genome-Wide Analysis, Modeling, and Identification of Amino Acid Binding Motifs Suggest the Involvement of *GH3* Genes during Somatic Embryogenesis of *Coffea canephora*

**DOI:** 10.3390/plants10102034

**Published:** 2021-09-28

**Authors:** Hugo A. Méndez-Hernández, Ana O. Quintana-Escobar, Miguel A. Uc-Chuc, Víctor M. Loyola-Vargas

**Keywords:** auxins, docking, *Coffea canephora*, *GH3*, plant growth regulators, somatic embryogenesis

## Abstract

Auxin plays a central role in growth and plant development. To maintain auxin homeostasis, biological processes such as biosynthesis, transport, degradation, and reversible conjugation are essential. The *Gretchen Hagen 3* (*GH3*) family genes codify for the enzymes that esterify indole-3-acetic acid (IAA) to various amino acids, which is a key process in the induction of somatic embryogenesis (SE). The *GH3* family is one of the principal families of early response to auxin genes, exhibiting IAA-amido synthetase activity to maintain optimal levels of free auxin in the cell. In this study, we carried out a systematic identification of the *GH3* gene family in the genome of *Coffea canephora*, determining a total of 18 *CcGH3* genes. Analysis of the genetic structures and phylogenetic relationships of *CcGH3* genes with *GH3* genes from other plant species revealed that they could be clustered in two major categories with groups 1 and 2 of the *GH3* family of *Arabidopsis*. We analyzed the transcriptome expression profiles of the 18 *CcGH3* genes using RNA-Seq analysis-based data and qRT-PCR during the different points of somatic embryogenesis induction. Furthermore, the endogenous quantification of free and conjugated indole-3-acetic acid (IAA) suggests that the various members of the *CcGH3* genes play a crucial role during the embryogenic process of *C. canephora*. Three-dimensional modeling of the selected CcGH3 proteins showed that they consist of two domains: an extensive N-terminal domain and a smaller C-terminal domain. All proteins analyzed in the present study shared a unique conserved structural topology. Additionally, we identified conserved regions that could function to bind nucleotides and specific amino acids for the conjugation of IAA during SE in *C. canephora*. These results provide a better understanding of the *C. canephora GH3* gene family for further exploration and possible genetic manipulation.

## 1. Introduction

Somatic embryogenesis (SE) has been under study for a little over 60 years [1]. During this period, empirical studies have documented a large part of the molecular, biochemical, cellular, and physiological mechanisms involved in triggering the signal that converts a somatic cell into an embryo [2]. However, an essential part of the signaling mechanism in the induction process of SE is still unknown. Auxins play a central role in this signaling [3].

Auxin, in its free form, acts as a signal molecule [4,5]. Auxins play an essential role during cellular and vascular differentiation, phototropism, plant morphology, and somatic and zygotic embryogenesis [3,6,7]. Their endogenous levels are controlled by various regulatory mechanisms such as de novo biosynthesis, transport, irreversible degradation, and reversible inactivation mediated by indole-3-acetic acid (IAA) conjugation [8,9]. Auxin homeostasis involves the leading families of genes that are expressed in response to auxins [10], including *AUXIN/INDOLE-3-ACETIC ACID* (*AUX/IAA*), *SMALL AUXIN-UP REGULATED RNA* (*SAUR*), *GRETCHEN HAGEN3* (*GH3*), and *AUXIN RESPONSE FACTOR* (*ARF*) [11]. These families of genes have been designated as early auxin-responsive genes.

The first report of the *GH3* genes was in *Glycine max* as an auxin-induced gene in etiolated hypocotyls [12]. Its mRNA is transcriptionally induced within 5 min of auxin treatment [13]. By sequence analysis and three-dimensional structure prediction of proteins, *GH3s* were found to belong to the acyl adenylate-forming firefly luciferase superfamily. The GH3 proteins catalyze a two-step reaction, where an acyl substrate (growth regulator) first gets adenylated. Then, a nucleophilic attack on the amine group of the amino acid results in the formation of a conjugated molecule of the auxin and the amino acid [14].

Most GH3 proteins regulate optimal levels of auxin in the cell, maintaining their homeostasis [15]. These enzymes catalyze reactions using indole-3-acetic acid (IAA) [16]. However, it has been reported that some GH3 proteins show activity with other plant growth regulators, such as jasmonic acid (JA) and salicylic acid (SA) [17]. Nonetheless, the activity of many GH3 proteins has not been characterized yet, and the nature of their substrates remains unknown. Recently, there is evidence that IAA is also able to form high molecular mass amide conjugates with proteins in pea [18]. The number of GH3 members varies greatly; e.g., there are 19 in *Arabidopsis thaliana* [19], 13 in *Oryza sativa* and *Zea mays* [20], eight in *Vitis vinifera* [21], 15 in *Solanum lycopersicum* [22], and 66 in *Brassica napus* [23], among others.

Currently, the GH3 proteins of *A. thaliana* have been classified into three major clades (I, II, III) according to their phylogenetic relationship and substrate specificity tests [16]. In group I, *AtGH3.11*/*AtJAR1* (*JASMONATE RESISTANT 1*) catalyzes the ATP-dependent conjugation between isoleucine and JA to yield jasmonyl-isoleucine (JA-Ile), the active form of jasmonate hormone [15]. Group II enzymes catalyze the formation of conjugates between auxins (mainly IAA) and amino acids, working as a regulatory mechanism to maintain auxin homeostasis by controlling the amount of free active auxin in the cell [16,24]. When the auxin is conjugated, the amino acid with which it binds determines if the molecule is degraded by an oxidative route or stored in the cell to be reused and converted into a signaling compound [25]. In group III, *GH3.12*/*PBS3* (*AVRPPHB SUSCEPTIBLE 3*) catalyzes the conjugation between 4-substituted benzoates and amino acids [26].

In the case of SE, the signals that lead to changes in the genetic program require the participation of several metabolic pathways. Auxins play a central role during the pretreatment and induction of the embryogenic process [3]. For example, in carrot cell cultures, it was observed that the use of 2,4-dichlorophenoxyacetic acid in the culture medium stimulates the accumulation of endogenous IAA and amide conjugates [27]. During the induction of SE in *Coffea canephora*, it was determined that the addition of an exogenous auxin during pretreatment of the source of the explants produces a sharp increase in the content of free IAA and some of its conjugates, such as IAA–Glu and IAA–Ala [28,29]. These results suggest that endogenous IAA accumulation appears to be essential for the changing of a cell’s fate before the beginning of the embryogenic pathway. The free IAA decreased within a few hours after the induction of the SE process and increased the transcripts of *GH3.1* and *GH3.17*. This increase correlates with the increase in the IAA–Ala and IAA–Glu conjugates [28]. It is also related to an essential expression of *GH3* family genes. This relationship suggests that an optimal balance between free IAA and its conjugates is necessary to allow expression of SE-related genes [28]. It has been determined that more than 90% of auxin is in its inactive form [30]. GH3 proteins that correspond to group II catalyze the conjugation of endogenous IAA with various amino acids as the primary mechanism to maintain auxin homeostasis in plants [31]. Some conjugates, such as IAA–Ala, IAA–Leu, and IAA–Phe, can be hydrolyzed to convert IAA back to its free form [8]. IAA–Asp and IAA–Glu conjugates have been thought to serve as intermediates leading to ubiquitin-mediated oxidative degradation of excess IAA in plant tissues [32]. The fate of the conjugates is diverse and is related to the reduction in the endogenous amount of IAA through degradation (IAA-Asp/Glu) or temporary storage in the cell (IAA-Ala/Leu) [28,33]. However, in strawberry, it has been proposed that IAA–Aspp/Glu are hydrolyzed by seedlings, and the IAA is canalized to the signaling pathway [34]. The primary function of the *GH3* family genes is to keep the active IAA’s dynamic homeostasis [35].

Recently, 17 *GH3* family members based on sequences from *A. thaliana*, *Z. mays*, and *O. sativa* have been reported in *C. canephora*, potentially linking putative members GH3 to sequences containing characteristic domains of the GH3 family (PLN02247 and pfam03321). However, the researchers numbered the genes consecutively and did not relate them to the homology of the corresponding members of the *GH3* family in *A. thaliana* [36].

In our laboratory, we have developed an efficient system for obtaining somatic embryos from foliar explants of *C. canephora* [37]. We have used this system to study diverse aspects of the induction of SE [29,38,39,40,41]. Recently, we elaborated a transcriptome of the induction of the SE in *C. canephora* [41]. The transcriptome analysis led to identifying a plethora of *GH3* genes expressed during the induction of SE in *C. canephora*. Here, we present evidence of the participation of some members of the *GH3* family in the induction of SE in *C. canephora*.

## 2. Results

### 2.1. Somatic Embryogenesis Induction in C. canephora

In our laboratory, we have an efficient SE system for *C. canephora* (Figure 1). Our embryogenic model is divided into two stages: pretreatment and induction. In the first stage, the plants are incubated in MS medium supplemented with 1-naphthaleneacetic acid (NAA, 0.54 µM) and kinetin (KIN, 2.32 µM) for 14 days (Figure 1A). At the end of this stage, the second and third pairs of leaves were cut to obtain circular explants (Figure 1B). The circular explants were incubated in a Yasuda medium, with the nitrogen source modified, at the induction stage and supplemented with 6-benzyladenine (BA, 5 µM) [37]. The first embryogenic structures appeared after 21 days in the induction medium (Figure 1C). After 56 days in the induction medium, approximately 300 embryos per explant were obtained at different stages of development (globular, heart, torpedo, and cotyledonary) (Figure 1D,E). The cotyledonar somatic embryos obtained were deposited in MS medium free of plant growth regulators (PGR) for germination. All embryos continued their development until they formed complete seedlings (Figure 1F,G). These plantlets are used to initiate a new cycle of induction of SE.

### 2.2. Ratio of Free and Conjugated Auxin

To have a better understanding of the possible SE activity of *CcGH3* from *C. canephora*, the endogenous concentration of free IAA and some of its conjugates, such as IAA–Ala, IAA–Leu, and IAA–Glu, were quantified by high-resolution liquid chromatography (HPLC) (Figure 2). In foliar explants, IAA’s initial endogenous content was 0.221 nmol g^−1^ FW, which increased significantly during the next 14 days of pretreatment of the seedlings in the presence of NAA and KIN, with a maximum increase of 2.13 nmol g^−1^ FW on day zero. This determination shows that the initial IAA content increased almost 10 times over the initial content (Figure 2).

After induction, the content of free IAA decreased to 0.117 nmol g^−1^ FW during the first 30 min of incubation in the induction medium. Its level increased again after 7 days to 1.27 nmol g^−1^ FW, and the level decreased until day 21 after the induction of SE, precisely when the first pro-embryogenic structures began to appear (Figure 1 and Figure 2). The data on the amount of IAA conjugates present during the SE pre-incubation and induction process also shows an important dynamism and a relationship with the expression of different *CcGH3* genes during the SE process.

We found that the maximum content of the IAA–Glu conjugate was 92.4 nmol g^−1^ FW on day zero; this shows that more than 90% of the auxin was in its conjugated form at this point. The amount decreases drastically during the first 30 min and 1 h of induction in 61.2 nmol g^−1^ FW and 38.3 nmol g^−1^ FW, respectively, practically disappearing after 7 days (Figure 2). The IAA–Ala and IAA–Leu conjugates constituted approximately 10% of the total IAA. The initial content of AIA–Ala was 2.49 nmol g^−1^ FW and increased to 6.33 nmol g^−1^ FW seven days later, reaching a maximum of 11.2 nmol g^−1^ FW on day zero of induction, decreasing during the next 7 and 14 days with 5.12 nmol g^−1^ FW and 2.56 nmol g^−1^ FW, respectively; however, by the time the first embryogenic structures appeared, around day 21 of incubation, the IAA–Ala concentration increased to 9.58 nmol g^−1^ FW (Figure 2).

Regarding the endogenous content of the IAA–Leu conjugate, it seems to have an interesting dynamism. The initial content was 4.43 nmol g^−1^ FW. Then, it decreased dramatically during the first hours of induction; however, 14 days later, it was found to be 4.71 nmol g^−1^ FW, which decreased to 2.32 nmol g-1 FW on day 21 (Figure 2).

### 2.3. Genome-Wide Identification of the GH3 Gene Family in C. canephora

We used the published genome sequence of *C. canephora* [43] to download, visualize, identify and select candidate sequences of the GH3 family using the UGENE software (Table S1). This family of genes codes for enzymes that catalyze 3-indole-acetic acid conjugation with various amino acids and carbohydrates. Complete information on the *GH3* genes of *C. canephora*, including the gene name, locus ID, homologs in *A. thaliana*, the open reading frame (ORF) length, number of exons, length (aa), molecular mass, isoelectric point of the deduced polypeptide, and subcellular localization, is shown in Table 1.

To identify the possible *GH3* homologs present in *C. canephora*, we used the sequences of the *GH3* genes of *A. thaliana* and used the BLASTP program (https://coffee-genome.org/blast; accessed date 18 May 2020). To avoid any confusion, we used the same nomenclature used in *A. thaliana*. In this way, we identified six *GH3* genes (*CcGH3.1*, *CcGH3.3*, *Ccgh3.5*, *CcGH3.6*, *Ccgh3.9*, and *CcGH3.17*); some of them had more than one copy. For example, four were found for *CcGH3.1*, two for *CcGH3.6* and nine for *CcGH3.17*, giving a total of 18 sequences of the GH3 gene family (Table 1). 

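In the AUK_PRJEB4211_v1 annotation of the *C. canephora* genome, 8 of the 18 genes lie on numbered chromosomes and 10 on 4 unplaced scaffolds. *CcGH3.9* is on chromosome 1 (37172660 to 37175649), *CcGH3.1c* on chromosome 7 (4821777 to 4824526) and *CcGH3.17i* on chromosome 10 (27266613 to 27270177). Chromosome 5 holds *CcGH3.6a* (20228391 to 20230769), *CcGH3.5* (21465015 to 21468785) and *CcGH3.6b* (26669662 to 26672091). Chromosome 2 holds *CcGH3.1d* (17549063 to 17550429) and *CcGH3.3* (17550591 to 17551452), which are 161 bp apart. Of the 9 copies of *CcGH3.17*, *CcGH3.17a* to *CcGH3.17f* lie on one unplaced scaffold between 20803 and 111654 bp, and *CcGH3.17g* and *CcGH3.17h* on another. *CcGH3.17e* and *CcGH3.17f* are 81 bp apart, and *CcGH3.17g* and *CcGH3.17h* 62 bp. No gene is annotated within these gaps.

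**Figure D1:**
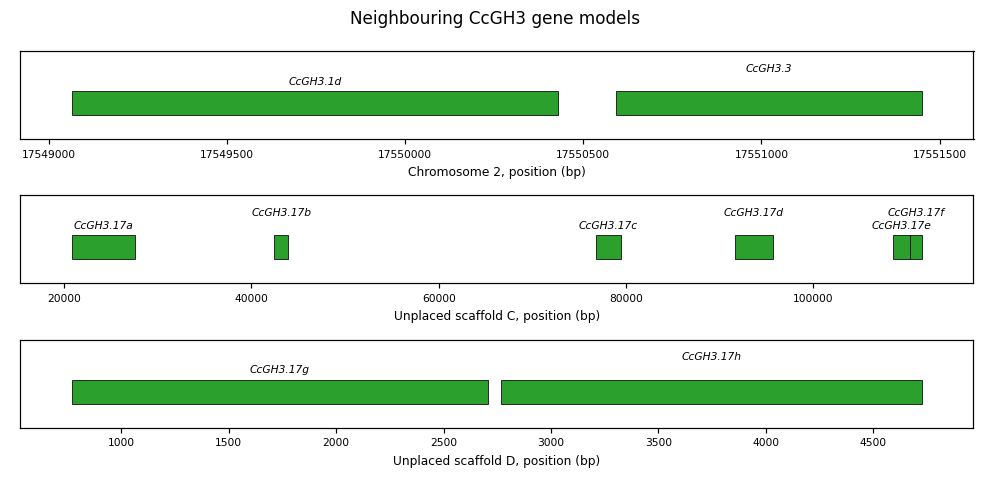
Neighbouring *CcGH3* gene models on chromosome 2 and on the 2 unplaced scaffolds with more than 1 copy of *CcGH3.17*, with position in bp on each horizontal axis. Boxes span the annotated gene models to scale, and the gaps within the pairs *CcGH3.1d* and *CcGH3.3*, *CcGH3.17e* and *CcGH3.17f*, and *CcGH3.17g* and *CcGH3.17h* are 161, 81 and 62 bp.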

Most of the identified *CcGH3* genes have similar characteristics among themselves. For example, the open reading frame (ORF) lengths varied between 1284 to 6000 bp, except *CcGH3.3*, which had an ORF of only 862 bp. In addition, each *CcGH3* sequence was aligned with the 19 sequences available for *AtGH3* using the ClustalW program, and phylogenetic trees were constructed independently in the MEGA 7 software.

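The annotated gene models span 862 bp (*CcGH3.3*) to 6775 bp (*CcGH3.17a*), introns included. For 17 of the 18 genes this span equals the ORF length of Table 1. The exception is *CcGH3.17a*, for which Table 1 gives 6755 bp. The coding lengths computed from the proteins of Table 1 run from 681 bp (*CcGH3.17f*) to 1869 bp (*CcGH3.6b*). The proteins of Table 1 form a longer group of 11, with 528 to 622 aa, and a shorter group of 7, with 226 to 371 aa. The shorter group holds *CcGH3.1d*, *CcGH3.3*, *CcGH3.17b*, *CcGH3.17e*, *CcGH3.17f*, *CcGH3.17g* and *CcGH3.17h*. Except for *CcGH3.17b*, each of these lies beside another of the group. The lengths of such neighbours add up to 507 aa for *CcGH3.1d* and *CcGH3.3*, 583 aa for *CcGH3.17e* and *CcGH3.17f* and 587 aa for *CcGH3.17g* and *CcGH3.17h*.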

### 2.4. Phylogenetic Analysis of GH3 Genes in Several Species

The evolutionary difference between monocots and dicots is also reflected in the number of members of each GH3 group. For example, there are 19 *GH3* genes in *A. thaliana* [19], 18 *GH3* genes in *C. canephora* (this study), 13 *GH3* genes in *O. sativa* [20], 15 *GH3* genes in *S. lycopersicum* [22] and eight *GH3* genes in *V. vinifera* [21]. The highest number of members was found in *Brassica napus* (66 members), and when the number of members among the different species is analyzed, we found that group II is the most widely represented (Table S2). It is also clearly observed that closely related *C. canephora* GH3 proteins (CcGH3-17a to CcGH3.17h) form a phylogenetic clade with *A. thaliana* proteins in group III; however, they are also related to the AtGH3.17 protein of Arabidopsis. By creating a phylogenetic tree representing *A. thaliana* and *C. canephora* combined, we determined a homology between these sequences.

Some members of group II, such as rice, tomato, grape, and possibly coffee, function as IAA synthetases. Some *CcGH3* are grouped with *GH3* from other dicotyledons, such as tomato and *Arabidopsis* in several subgroups (Figure S1). The accession numbers for the related *GH3* genes are listed in Table S3.

### 2.5. Phylogenetic Analysis of C. canephora and A. thaliana GH3 Genes

The phylogenetic relationship between the *GH3* family members of *C. canephora* and *A. thaliana* was studied by constructing an unrooted phylogenetic tree from the alignments between the 19 *AtGH3* and 18 *CcGH3* sequences. Sequence analysis showed that the genes *CcGH3.1*, *CcGH3.6*, *CcGH3.9*, and *CcGH3.17* are orthologs to the same *AtGH3 A. thaliana*, while *CcGH3.3* and *CcGH3.5* are orthologs to *AtGH3.2* and *AtGH3.11*, respectively. As mentioned before, the *Arabidopsis GH3* can be grouped into three different groups, while in *C. canephora*, most of the *CcGH3* sequences showed higher homology with members of groups I and II of *A. thaliana*. Group I includes only *CcGH3.5* and the two reported genes in *Arabidopsis* (*AtGH3.10* and *AtGH3.11*). In contrast, group II includes the majority of *CcGH3* together with *Arabidopsis* counterparts; interestingly, none revealed homology with members of group III (Figure 3).

### 2.6. Intron–Exon Structure for GH3 Genes in C. canephora

It has been shown that the diversity of the gene structure can play a significant role in the evolution of multigenic families. Therefore, we examined the phylogenetic relationship and exon–intron organization of members of the *CcGH3* family to obtain information on their structural diversity. The results of the analysis showed that the number of exons varies from one to five, while *CcGH3.3* (Cc02_g19470), the smallest member of the family, contains the fewest exons (1), and *CcGH3.17* (Cc10_g16320) contains the highest number of exons (5). Ten members of the *C. canephora GH3* gene family contain four exons, while four members have only three exons. The other two members contain two exons (Figure 4).

### 2.7. Expression Patterns of GH3 Genes Based on RNA-Seq Data and Quantitative Real-Time PCR (qRT-PCR) Analysis

IAA homeostasis is central to the initiation of SE. Without pre-treatment, SE is not obtained [28]. Additionally, during the pre-treatment, there is a very significant increase, both in the concentration of IAA and in some of its conjugates [28]. For this reason, we asked the system if *GH3* was expressed during the induction of SE in *C. canephora*, and if so, which ones. On the other hand, bioinformatic analysis gave us the basis to analyze the presence of the expression of the *GH3* genes in the transcriptome that we previously developed in our laboratory. This transcriptome includes different points of the embryogenic process of *C. canephora* (14 dbi, 9 dbi, 0dbi, 1 dai, 2 dai, and 21 dai) [41]. 

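The transcriptome covered leaves of in vitro plantlets before induction and leaf explants after it, with 2 RNA-seq libraries at each of the 6 time points. Samples at 14 dbi were taken before growth regulators were added. Those at 9 and 0 dbi came from plantlets on 0.54 µM NAA, an auxin, and 2.32 µM KIN, a cytokinin. Those at 1, 2 and 21 dai came from explants in liquid medium with 5 µM BA, another cytokinin. The authors checked the reads with FastQC 0.11.5, trimmed adapters with cutadapt 1.14 and counted reads per gene with HTSeq 0.10.0. The aligner and the strand setting are not given in the sources used here. Reads counted in genes were 15209282 and 26414332 at 14 dbi, 20538411 and 22380127 at 9 dbi, and 18336495 and 27628703 at 0 dbi. After induction they were 17083686 and 23858340 at 1 dai, 23149951 and 36525500 at 2 dai, and 10091539 and 30875717 at 21 dai. Genes with at least 1 read numbered 17204 to 19116 in the libraries of 9 dbi and 1 dai and 19833 to 22257 in the others. This difference follows the time points and cannot be told apart from them. Between 11.2% and 20.3% of the reads of a library were left out of the counts for low mapping quality. The share was 17.6% to 20.3% in replicate 1 of 14 dbi, 0 dbi, 2 dai and 21 dai, and 11.2% to 12.7% in the other 8 libraries. From these counts, log2(normalized count + 1) was computed with TMM size factors, and 20745 genes with enough reads were tested with edgeR's quasi-likelihood test. Of the 18 *CcGH3* genes, 17 were tested, and *CcGH3.6a* had too few reads. The text of the series describes the 2 libraries of a time point as technical replicates of one biological sample. The p-values therefore measure only the spread between libraries. That spread was wide, with a common biological coefficient of variation of 0.587 and Pearson correlations of log2 CPM between the 2 libraries of 0.837 (9 dbi) to 0.961 (2 dai). Reads that fit more than 1 of the similar *CcGH3.17* copies may have been left out of the counts, so the level of each copy is uncertain.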

The *CcGH3* expression profile was analyzed from the RNA-seq data. It was found that 18 *CcGH3* were expressed during at least one point of the embryogenic process (Figure 5). 

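Reads of 17 of the 18 *CcGH3* genes reached at least 1 CPM in both libraries of 1 or more time points. The remaining gene, *CcGH3.6a* (Cc05_g05640), had 21 reads in all, and 19 of them lay in replicate 1 of 2 dai. It had reads in 3 of the 12 libraries. At the depth of these libraries a count of 0 allows a level of up to 0.0821 to 0.297 CPM, which covers counting error only. The largest totals over the 12 libraries were those of *CcGH3.5* (Cc05_g06700) with 11691 reads, *CcGH3.17i* (Cc10_g16320) with 10496 reads and *CcGH3.17e* (Cc00_g04540) with 8409 reads. *CcGH3.17b* (Cc00_g04500) had 172 reads and *CcGH3.1a* (Cc00_g22520) had 687. Of the 216 values of gene and library, 18 were 0, and 11 genes had reads in every library.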

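In counts not scaled for gene length, the highest levels before induction were those of *CcGH3.5*, *CcGH3.17i* and *CcGH3.17e*. Their coding lengths are 1776, 1752 and 1074 bp, so the order of genes by level also depends on length, as does a limit of 5 for all genes. On the scale of log2(normalized count + 1), *CcGH3.5* was at 10.02 ± 1.13 at 14 dbi, 11.40 ± 0.22 at 9 dbi and 10.38 ± 0.95 at 0 dbi (SD, n = 2 libraries). *CcGH3.17i* was at 10.04 ± 0.12, 10.09 ± 0.02 and 10.22 ± 0.35 at the same points. *CcGH3.17e* was at 9.88 ± 0.44, 9.78 ± 0.40 and 10.22 ± 1.04. In all, 12 of the 18 genes had a mean over 5 at each of the 3 pretreatment points. The other 6 were *CcGH3.1a*, *CcGH3.1d*, *CcGH3.6a*, *CcGH3.9*, *CcGH3.17a* and *CcGH3.17b*. *CcGH3.6a* was at 0.44 ± 0.62, 0.00 ± 0.00 and 0.65 ± 0.92. *CcGH3.17b* was over 5 at 9 dbi, with 5.13 ± 0.52, and at 2.94 ± 2.14 and 2.31 ± 3.27 at 14 and 0 dbi. *CcGH3.17a* was also over 5 at 9 dbi, with 7.22 ± 0.41. *CcGH3.1a* was at 4.07 ± 1.84, 4.33 ± 0.36 and 4.53 ± 4.57, and at 6.63 ± 0.46 at 2 dai. For several genes the 2 libraries differed by more than the distance to 5. *CcGH3.1d* had 200 reads in replicate 1 of 9 dbi and 0 in replicate 2, and *CcGH3.1b* had 4 and 473 at 0 dbi. On log2(CPM + 1), a smaller scale, 3 of the 18 genes were over 5 at each point.

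**Figure D2:**
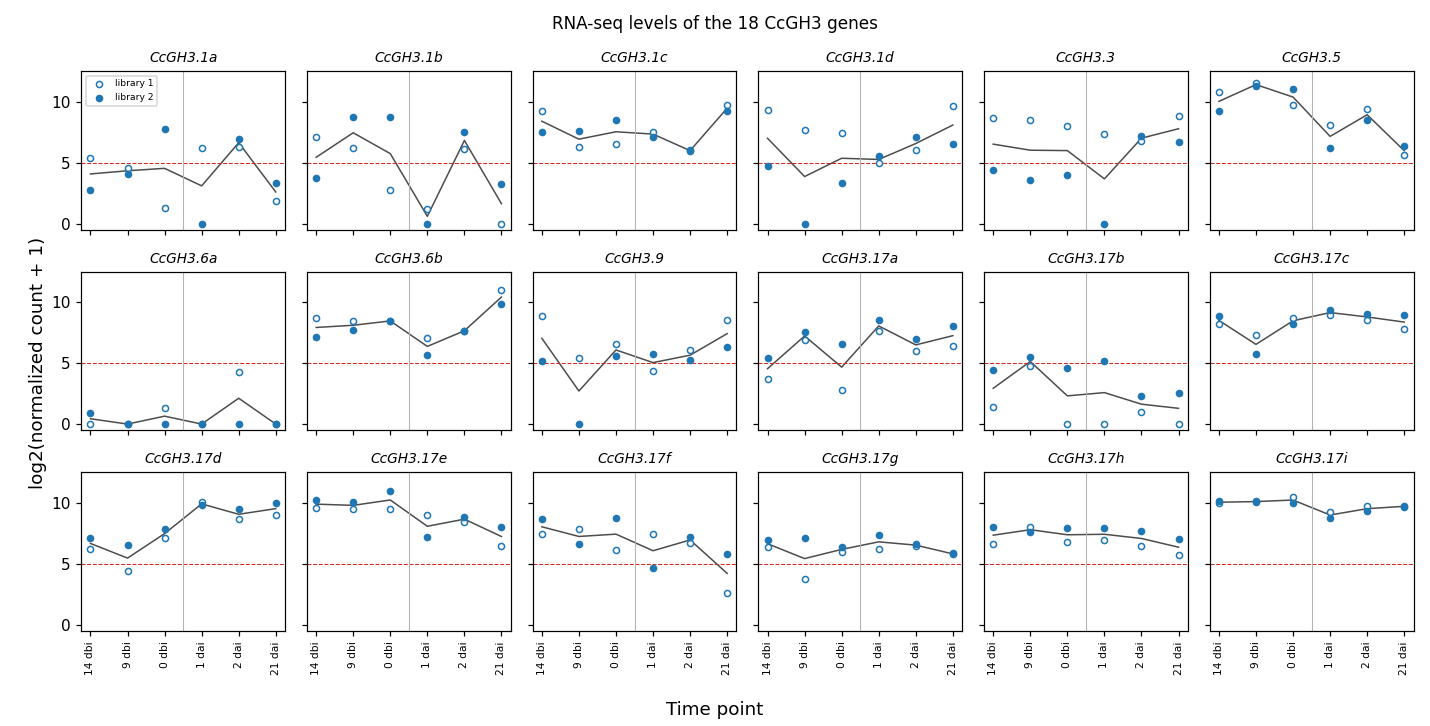
Levels of the 18 *CcGH3* genes as log2(normalized count + 1) at the 6 time points. Open and filled points are the 2 libraries, the line joins their means, and the dashed line marks 5, which *CcGH3.6a* did not reach at any time point.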

We observed that during the days of pretreatment (14 dbi, 9dbi, and 0 dbi), most of the *CcGH3* had high expression patterns (value > 5), except for *CcGH3.1a* (Cc00_g22520), *CcGH3.6a* (Cc05_g05640), and *CcGH3.17b* (Cc00_g04500), which maintained a low expression throughout the SE process (Figure 5).

To understand how the *CcGH3* genes may be involved during the pretreatment and induction of SE in *C. canephora*, the transcriptome data were validated by qRT-PCR quantitative analysis of the 18 *CcGH3* using specific primers for each gene (Table S4). These results showed that the expression levels of *CcGH3.1d* (Cc02_g19460), *CcGH3.6b* (Cc05_g12940), and *CcGH3.9* (Cc01_g20620) increased 24h after the induction of SE in an auxin-free medium (Figure 6). It was observed that all *GH3.17* transcripts were present before auxin pretreatment and remained elevated during virtually the entire embryogenic process (Figure 7). On the other hand, *CcGH3.3* (Cc02_g19470) expression increased during the pretreatment period (14 dbi and 9 dbi), just five days after adding exogenous auxin to the culture medium. However, *CcGH3.5* (Cc05_g06700) was only expressed during the first days of the embryogenic process and decreased at the induction stage. This gene is homologous to *AtGH3.11* and is possibly related to the conjugation of JA with isoleucine. 

### 2.8. The Building of 3D Structures, Modelling and Molecular Docking of Selected CcGH3 Proteins

To better understand how CcGH3 catalyzes the synthesis of IAA-amino acid conjugates, we made predictions of three-dimensional (3D) structures for GH3 proteins from *C. canephora*. Those CcGH3 genes that were highly expressed during the SE induction process were selected (Figure 6 and Figure 7). In total, seven *CcGH3* candidates were selected for this study (Figure 8). The amino acid sequences of each CcGH3 protein selected were submitted to SWISS-MODEL to predict their 3D structure by homology (Table S5). It was determined that all structures of CcGH3 proteins adopt a typical two-domain structure resembling that of adenylating firefly luciferase (ANL) enzyme superfamily proteins: a large N-terminal domain of almost 450 amino acid that corresponds to most of the catalytic site and the rest of the residues of approximately 150 amino acid correspond to a smaller C-terminal domain. The N-terminal domain consists of a fold with two separate β-structures, each surrounded by α-helices, and the C-terminal domain comprises a four-stranded β-sheet flanked by two α-helices (Figure 8A–G).

The multiple alignments of the structures of the CcGH3 proteins selected showed that they share a unique topology (Figure 8H), which suggests that they are structurally conserved. In addition, amino acid sequence alignments of CcGH3 proteins identify conserved sites that could provide substrate specificity through three motifs (Figure 8I).

The 3D structures of the IAA and AMP are showed in Figure 9A,B, respectively. Furthermore, molecular docking showed the shape of AMP and IAA in the large N-terminal domain of the CcGH3 proteins selected in this study (Figure 9C–I). On the other hand, CcGH3 proteins display different preferences both for acidic and non-polar amino acids (Figure 9C–I). The GH3 protein family can enable the binding of IAA to different amino acids, and the particular amino acid used determines the fate of the conjugated auxin: either degradation or storage [44]. In this study, we found that CcGH3.5 has a non-polar amino acid binding motif (Figure 9D), while CcGH3.6a, CcGH3.6b, and CcGH3.9 have acidic amino acid binding motifs (Figure 9E–G), and the motif could not be identified for CcGH3.1b, CcGH3.17c, and CcGH3.17d (Figure 9A,H,I). It is suggested that Asp/Glu are the possible amino acid substrates for most of these CcGH3 proteins. The results showed were determined using the crystallographic data previously reported in AtGH3.5, VvGH3.1, and OsGH3.8 [45,46,47].

## 3. Discussion

With over 2.25 billion cups consumed every day, coffee is one of the most important crops globally. The Coffee Genome Hub [48] is a database that provides centralized access to analysis tools that facilitate basic, translational, and applied research in coffee [43]. In our laboratory, we have worked for several years with tissue culture, particularly to elucidate somatic cells′ embryogenic process. We currently have a system of direct embryogenesis from foliar explants of *C. canephora* Pierre var. Robusta, making it an ideal model for the study of molecular mechanisms that have not responded using zygotic embryogenesis. Although SE has been studied for a long time, the process is not fully understood.

One of the most critical factors during the induction of SE in different species is the addition of PGR to the culture medium [3]. Auxins are the most commonly used PGR and are crucial during the induction of SE [49]. Previous studies have shown that elevated levels of auxin stimulate transcriptional changes related to biological processes such as biosynthesis, conjugation, and transport [50]. For example, during the SE of *C. canephora*, the addition of exogenous auxin induces endogenous IAA accumulation [28]. This increase in the IAA level during pretreatment is due to de novo biosynthesis [29]. Currently, no gene related to the conjugation of IAA with amino acids has been characterized in *C. canephora*.

Pinto et al. [36] recently made a genome-wide analysis and gene expression profile of GH3 genes in *Coffea* spp. However, the main differences that can be highlighted between their study and ours are the number of identified and quantified GH3 genes, the biological model, the type of explants used, and the quantification of auxin. Pinto et al. [36] made an analysis of the GH3 genes present in the genome of *C. canephora* and evaluated the expression profiles of four GH3 genes in non-embryogenic cells, embryogenic cell suspension, and embryogenic cells of *C. arabica*; no quantification of free and conjugated auxin was performed. In our study, we identified and evaluated the expression of the 18 GH3 genes directly throughout our SE induction process; at the same time, the free and conjugated auxin was quantified. With the above, we concluded that GH3 could be regulating the induction of SE in *C. canephora* through the conjugation of auxin with acidic amino acids as a substrate. It should also be noted that *C. canephora* is diploid, while *C. arabica* is tetraploid, the product of the cross between *C. canephora* and *C. eugenioides*. Regarding the ploidy, what is known so far is that different numbers of ploidy influence the embryogenic response of the different species belonging to the genus *Coffea*. The average number of cotyledonary somatic embryos was different according to the level of ploidy of the species, even under homogeneous culture conditions during the induction of indirect SE [51]. The induction of SE is influenced by epigenetic changes, the conditions of culture, the medium′s composition, and the type of explant used. In order to make a fair comparison between the ploidy level and SE, a thorough investigation of DNA methylation is recommended, as it is known that methylation has a role in gene regulation and consequently in plant growth and development processes [51,52].

In general, the distribution of the *C. canephora* gene family is consistent compared to the other gene families in plants [48]. In this study, we identified 18 *CcGH3* genes named according to their homology with *A. thaliana GH3* genes (Table 1). We also built a phylogenetic tree to analyze the relationship of *GH3* gene families between *Coffea* and *Arabidopsis*. We found genes with high starting values (≥95%), suggesting that *CcGH3* was very homologous with *Arabidopsis* (Figure 3). The classification of gene families in the genome of *C. canephora* is based on sequences of grape, tomato, and *Arabidopsis* proteins [43]. On the other hand, *C. canephora* and *S. lycopersicum* share a common ancestor. This may suggest that duplication events gave rise to these genes and occurred before the divergence of some Solanaceae from other dicot families. These phylogenetic relationships suggest a possible evolutionarily conserved function of GH3 proteins in the regulation of auxin homeostasis.

Previously, *Arabidopsis* GH3 proteins have been classified into three groups (I, II, and III) according to their sequence homology based on phylogenetic analyses, on the specificity to adenylate plant hormones, and on the study of mutants with loss or gain of function (Figure S2) [16,53]. Although the GH3 family is highly conserved in several species, a study based on *EST* sequences of different monocots, including *Z. mays*, *Triticum aestivum*, *Hordeum vulgare*, *Sorghum bicolor*, and *O. sativa* [54], suggests that group III of GH3 is absent in monocots [20].

In the phylogenetic tree, we observed that *CcGH3.5* is grouped only with *AtGH3.10* and *AtGH3.11*, suggesting that they possibly fulfill a similar function. It has been reported that *AtGH3.11/JAR1* is the only enzyme in group I of *A. thaliana* that functions as JA-amino synthetase [55]. This provides a mechanism for JA regulation by conjugation with isoleucine, which leads to the formation of bioactive jasmonate (JA-Ile) [53]. Meanwhile, *AtGH3.10* is related to the mutant *AtGH3.10/dfl2-D* (*dwarf in light 2*) involved in the elongation of the hypocotyl in the presence of red light; however, enzymatic activity for the protein has not yet been reported [19].

On the other hand, in the phylogenetic tree, it was observed that the rest of the *CcGH3* are included within group II of *AtGH3* and possibly act as IAA–amide synthetases. Interestingly, group III enzymes have only been identified in *A. thaliana*. However, so far, their function has not been determined, and they appear not to be active in the presence of IAA or other PGR [15].

The relative expression of most *CcGH3* during pretreatment and induction of SE in *C. canephora* suggests the participation of IAA-amido synthetases in regulating the endogenous content of IAA to cope with excess auxin by conjugation with amino acids. In *C. canephora*, it has been reported that the increase in *CcGH3.1* and *CcGH3.17* transcripts correlates with the increase in conjugated IAA [28]. On the other hand, in *V. vinifera*, it was determined that the increase in the transcription of *VvGH3.1* is related to the establishment and maintenance of low IAA concentrations [56].

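In the transcriptome, *CcGH3.5* and *CcGH3.17i* fell between 0 dbi and 1 dai, and the other 15 *CcGH3* genes tested did not pass the test. *CcGH3.5*, whose *Arabidopsis* homolog in Table 1 is JAR1, an enzyme that conjugates jasmonic acid with isoleucine, had 1474 ± 906 normalized counts at 0 dbi and 172 ± 139 at 1 dai (SD, n = 2 libraries). Its log2 fold change was −3.11 (standard error 0.76, adjusted p = 0.0361 from edgeR's quasi-likelihood test). *CcGH3.17i* had 1206 ± 292 and 515 ± 134 normalized counts, a log2 fold change of −1.23 (standard error 0.33, adjusted p = 0.0471 from the same edgeR test). Adjusted over the list alone, 6 of the 17 genes changed. These were the same pair, *CcGH3.1b*, *CcGH3.6b* and *CcGH3.17e*, which were lower, and *CcGH3.17d*, which was higher. *CcGH3.17d*, a copy of the gene whose *Arabidopsis* enzyme conjugates IAA with glutamate, had 180 ± 61.2 and 957 ± 110 normalized counts (log2 fold change 2.40, standard error 0.72, adjusted p = 0.0679 over all genes by edgeR). *CcGH3.1b* had 477 reads at 0 dbi, 473 of them in replicate 2, and 1 read at 1 dai. After scaling for depth this is a ratio of 482, and of 10.8 without replicate 2 of 0 dbi, with 95% counting intervals of 86.1 to 19076 and 1.07 to 530 that cover counting error only. DESeq2 called 4 more genes than the pair, *CcGH3.1b* (adjusted p = 0.00138), *CcGH3.17d* (0.00654), *CcGH3.17e* (0.0299) and *CcGH3.6b* (0.0418). By edgeR, *CcGH3.17d* was also called with a replicate block (0.0285), with at least 10 counts in every library (0.0437) and without either library of 9 dbi (0.0242 and 0.0243), *CcGH3.6b* with the replicate block (0.0402), and *CcGH3.17e* with a term for the share of low mapping quality (0.0469), chosen after seeing the data. The call for *CcGH3.5* was lost without replicate 2 of 0 dbi or any 1 of the libraries of 1, 2 or 21 dai (adjusted p of 0.0511 to 0.207 from edgeR), and that of *CcGH3.17i* without any 1 library other than those of 9 dbi and replicate 2 of 0 dbi (0.0604 to 0.275), with RLE size factors (0.0508), with library size only (0.0959) and with no filter (0.0554). On the 4 libraries of the 2 time points alone both were lost, with log2 fold changes of −3.12 (standard error 0.79, adjusted p = 0.099) for *CcGH3.5* and −1.26 (standard error 0.40, adjusted p = 0.144) for *CcGH3.17i*. In 2 fits chosen after seeing the data both were lost too. With the term for the share of low mapping quality the log2 fold changes were −3.06 (standard error 0.81, adjusted p = 0.0569) for *CcGH3.5* and −1.11 (standard error 0.32, adjusted p = 0.0711) for *CcGH3.17i*, and on the 8 libraries with a low share, where 0 dbi has 1 library and the spread comes from 9 dbi and 1 dai alone, −3.63 (standard error 0.71, adjusted p = 0.0693) and −0.96 (standard error 0.41, adjusted p = 0.391). Over all alternatives the log2 fold changes ran from −4.33 to −2.28 for *CcGH3.5* and from −1.52 to −0.96 for *CcGH3.17i*. Genes detected were fewer at 1 dai (19116 and 18199) than at 0 dbi (19833 and 21843). None of these fits can tell that difference apart from the time points.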

Most of the results for qRT-PCR analysis are similar to those found in our transcriptome′s expression profile. These data show the close relationship between both experiments and, at the same time, validate the transcriptome data (Figure 5). We suggest that some differences may be related to the biological variation between the different samples used for each experiment. These data suggest that *CcGH3* plays a vital role during the preconditioning and induction stage of SE.

One of the most notable results when comparing the free and conjugated auxin quantification data and the relative expression analysis is that one day after the start of the induction stage, there is a decrease in the amount of free auxin. At the same time, the amount of IAA–Ala and IAA–Leu conjugates increases. At the same points, the relative expression of specific GH3 genes is also increased. This increase suggests a regulation of auxin concentration through conjugation to give rise to SE.

In *Arabidopsis*, at least seven *AtGH3* belonging to group II are induced by auxins and function as IAA–amide synthetases (Figure S2). It has been reported that *AtGH3.5*, *AtGH3.6*, and *AtGH3.17* are related to the conjugation of auxin with different amino acids (such as aspartic, glutamic, alanine, leucine, and tryptophan) adjusting the levels of active auxin inside the cell, providing a regulation mechanism [16,57]. In *C. canephora*, *CcGH3.6a*, and *CcGH3.6b* (Cc05_g05640 and Cc05_g12940), homologous to *AtGH3.6*, were highly expressed one day after the induction. This increase in the expression of these genes correlates with the increase in the amount of IAA–Glu (Figure 2). All *CcGH3.17* were highly induced and are expressed throughout the SE process In *A. thaliana*, the transcription of *AtGH3.17* is accompanied by the increase in IAA–Glu and IAA–Asp conjugate, related to the degradation of excess auxin [16].

In *Arabidopsis*, when auxin homeostasis and the average level of *GH3* transcripts are altered, different phenotypes are observed [24]. Most relevant studies have used mutants that overexpress *GH3* in different species. For example, in rice, the overexpression of *OsGH3.8* resulted in plants with slow growth, atypical morphology, and high levels of IAA-Asp conjugate [58]. Additionally, the overexpression of *OsGH3.13*, an ortholog of *GH3.17* from *A. thaliana*, results in alterations in the plant′s architecture, showing a dwarf deficient phenotype of auxin, as well as an increase in the conjugates IAA–Asp and IAA–Glu [59]. In *A. thaliana*, *AtGH3.6/dfl1-D*, an auxin-response *GH3* gene homolog, negatively regulates the lengthening of hypocotyl and lateral roots, resulting in dwarf phenotypes [60].

Auxin controls different cellular processes, including the induction of somatic embryogenesis, so its levels must be precisely regulated. Auxin homeostasis can be regulated in various ways, and endogenous levels can be altered by its conjugation [29,61]. There is increasing evidence that conjugation reactions through GH3 play an important role in these regulatory processes [24], in particular, the inactivation of IAA through conjugation with amino acids [16].

Little is known about the kinetic and chemical mechanisms of the GH3 enzymes. It has been reported that GH3 functions as an IAA–amido synthetase [57], which catalyzes the ATP-dependent formation of IAA–amino acid conjugates [47]. In conjugation reactions by the GH3 family, ATP binds first, followed by IAA. Then, the formation of adenylated IAA (acyl-AMP) intermediate results in the release of pyrophosphate. Subsequently, the activated acyl-AMP intermediate undergoes a nucleophilic attack from the amino acid to yield IAA–amino acid conjugate, releasing AMP [45,47].

The GH3 proteins analyzed have a large N-terminal domain and a small C-terminal domain, and the active site is located between these two domains. Nucleotide-binding sites contain three conserved motifs; motifs are found close to the active site and play a key role in efficient catalysis. The overall architecture of the CcGH3 structures predicted in this study was similar to the OsGH3-8 structure reported recently [47]. This study also reported the identification of a conserved region that could function in nucleotide binding through three motifs in three plant species: *O. sativa*, *A. thaliana*, and *V. vinifera* [47].

Until now, *GH3* gene participation has been reported mainly with mutants with loss or gain of function. However, a more in-depth analysis of the structure and function is needed to have a more precise understanding of how these GH3 proteins regulate auxin homeostasis. Our data suggest that most of the *CcGH3* genes′ expression presents changes that correlate with the formation of the first embryogenic structures. These results suggest that the addition of exogenous auxin stimulates changes in the transcription of auxin-sensitive genes, which could be involved in homeostasis and during the induction of the embryogenic process of *C. canephora*.

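In the transcriptome, 3 of the 17 *CcGH3* genes tested changed over the 6 time points, *CcGH3.5* (adjusted p = 0.0068 from edgeR's quasi-likelihood F test), *CcGH3.17d* (0.012) and *CcGH3.6b* (0.0137). By 21 dai, when the paper reports the first embryogenic structures, 4 genes differed from 14 dbi. *CcGH3.5* fell from 1204 ± 858 to 63.9 ± 22.5 normalized counts (SD, n = 2 libraries), a log2 fold change of −4.20 (standard error 0.81, adjusted p = 0.0081 from edgeR). *CcGH3.17e* fell from 962 ± 289 to 169 ± 113 (log2 fold change −2.49, standard error 0.73, adjusted p = 0.0469 from edgeR). *CcGH3.17d* rose from 105 ± 46.1 to 772 ± 359 (log2 fold change 2.87, standard error 0.73, adjusted p = 0.0282 from edgeR), and *CcGH3.6b* from 276 ± 189 to 1482 ± 799 (log2 fold change 2.43, standard error 0.68, adjusted p = 0.0412 from edgeR). The same 4 changed when adjusted over the list alone. Of the 20745 genes tested in all, 2847 outside the family also differed between 14 dbi and 21 dai. At 1 dai, *CcGH3.5* (log2 fold change −2.81, adjusted p = 0.0417) and *CcGH3.17d* (3.18, adjusted p = 0.0255) differed from 14 dbi by edgeR. At 9 dbi, 0 dbi and 2 dai the number that differed from 14 dbi was 0 by edgeR, with 1, 0 and 2 genes at an unadjusted p under 0.05. Over all genes tested, edgeR also called no gene at 0 dbi and few at 9 dbi, so the lack of calls there is not particular to this family. The median standard error of the log2 fold changes of the 17 genes was 1.06 at 9 and 0 dbi and 1.05 at 2 dai. DESeq2 called 0, 0 and 2 genes at 9 dbi, 0 dbi and 2 dai, the 2 being *CcGH3.1c* and *CcGH3.17d* at 2 dai. It also called *CcGH3.1b* (adjusted p = 0.00986), *CcGH3.17a* (0.0166) and *CcGH3.17i* (0.0282) at 1 dai and *CcGH3.17f* at 21 dai (0.0377), beside the genes called by edgeR. With a replicate block, edgeR also called *CcGH3.17a* at 1 dai (adjusted p = 0.049) and *CcGH3.17d* at 2 dai (0.0416), the latter also without either library of 9 dbi (0.0328 and 0.0329). The stages also differ in tissue, medium and light. Samples before induction were leaves of plantlets, at 14 dbi without growth regulators. Those after it were cut explants in liquid medium with BA in the dark. A difference between stages cannot be told apart from these. With the time points of each stage as samples (n = 3 against 3), *CcGH3.17d* was higher after induction (log2 fold change 2.80, standard error 0.49, adjusted p = 0.021 by edgeR). *CcGH3.17e* (log2 fold change −1.86, standard error 0.35, adjusted p = 0.0236 by edgeR) and *CcGH3.5* (log2 fold change −2.91, standard error 0.74, adjusted p = 0.0498 by edgeR) were lower, and DESeq2 also called *CcGH3.17f* (−1.56, adjusted p = 0.0331). Of all 19990 genes tested between stages, edgeR called 2195.
Except over the 6 time points for *CcGH3.5* and *CcGH3.17d*, each call was lost when a certain library, or between stages a certain time point, was left out, with an adjusted p from edgeR of up to 0.0861 for *CcGH3.5*, 0.276 for *CcGH3.6b*, 0.142 for *CcGH3.17d* and 0.254 for *CcGH3.17e* at 21 dai, 0.214 for *CcGH3.5* and 0.125 for *CcGH3.17d* at 1 dai, 0.131 for *CcGH3.5*, 0.0808 for *CcGH3.17d* and 0.0759 for *CcGH3.17e* between stages, and 0.155 for *CcGH3.6b* over the 6 time points. Calls were also lost with library size only (*CcGH3.17e* at 21 dai, log2 fold change −2.47, adjusted p = 0.0615, and *CcGH3.5* at 1 dai, −2.65 and 0.0501, and between stages, −2.80 and 0.056), on the 4 libraries compared (*CcGH3.6b* at 21 dai, 2.32 and 0.0655, and *CcGH3.5* at 1 dai, −2.81 and 0.0902), on replicate 1 alone (all 3 between stages, adjusted p of 0.0964 to 0.275) and on replicate 2 alone (*CcGH3.5* between stages, −3.34 and 0.0605), while over the 6 time points 8 genes changed by DESeq2 and 5 without replicate 1 of 0 dbi. The 8 libraries with a low share of low mapping quality, a choice made after seeing the data, hold 1 library each at 14 dbi, 0 dbi, 2 dai and 21 dai, so that the spread comes from 9 dbi and 1 dai alone. There the calls of *CcGH3.5*, *CcGH3.6b*, *CcGH3.17d* and *CcGH3.17e* at 21 dai were lost (0.169 to 0.321), with log2 fold changes of −2.90, 2.68, 2.90 and −2.23 (standard errors 0.90, 1.15, 1.08 and 0.91), as were those of *CcGH3.5* and *CcGH3.17d* at 1 dai (0.223 and 0.196), with −1.80 and 2.80 (standard errors 0.70 and 1.01), and those of *CcGH3.6b* and *CcGH3.17d* over the 6 time points (0.354 and 0.124). With a batch term for that share, also chosen after seeing the data, *CcGH3.5* lost its call at 1 dai (log2 fold change −2.69, standard error 0.87, adjusted p = 0.0841). Under the same term *CcGH3.17e* gained a call over the 6 time points (adjusted p = 0.0313 from edgeR's F test, 0.0621 in the main fit). Over all alternatives the log2 fold changes kept their signs, with −4.79 to −2.90 for *CcGH3.5*, 1.73 to 3.37 for *CcGH3.6b*, 2.29 to 3.42 for *CcGH3.17d* and −3.45 to −1.95 for *CcGH3.17e* at 21 dai, −4.03 to −1.80 for *CcGH3.5* and 2.79 to 3.72 for *CcGH3.17d* at 1 dai, and −3.94 to −2.44 for *CcGH3.5*, 2.5 to 3.2 for *CcGH3.17d* and −2.31 to −1.30 for *CcGH3.17e* between stages. From its expression profiles, the paper proposes that the changes in most *CcGH3* genes accompany the first embryogenic structures, and that exogenous auxin brings about changes in how auxin-sensitive genes are transcribed, with a possible part in homeostasis.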

## 4. Materials and Methods

### 4.1. Biological Material and Growth Conditions

Plantlets of *C. canephora* Pierre var. Robusta were grown under in vitro conditions in a semi-solid maintenance Murashige-Skoog (MS) [62] medium supplemented with 29.6 µM thiamine-HCl (Sigma T3902), 550 µM myo-inositol (Sigma, I5125), 0.15 µM L-cysteine (Sigma, C-8277), 87.64 mM sucrose (Sigma, S539), and 0.285% (*w*/*v*) Gellan gum (PhytoTechnology Laboratories, G434), under photoperiod conditions of 16 h light/8 h dark (150 µmol m^−2^ s^−1^) at 25 ± 2 °C. The medium was adjusted to pH 5.8 and sterilized at 121 °C (1 kg cm^−2^) for 20 min.

### 4.2. Somatic Embryogenesis Induction

The SE induction process encompasses two stages: pretreatment and induction (Figure S3). First, the seedlings were preconditioned for 14 days in a semi-solid MS [62] medium supplemented with 0.54 µM NAA (Sigma, N-1145) and 2.32 µM KIN (Sigma, K0753) under the same conditions as described above. At the end of the pretreatment, the second and third pair of leaves were selected and cut into segments of 0.8 cm in diameter with the help of a sterile punch. Five explants were placed per 250 mL flask, with 50 mL of Yasuda liquid medium with the nitrogen source modified [42] and supplemented with 5 µM of BA (PhytoTechnology Laboratories, B800), adjusted to pH 5.8 [37]. The flasks were incubated in the dark and shaken (55 rpm) at 25 ± 2 °C for 56 days.

### 4.3. Auxins and Auxin Conjugates Extraction

One hundred milligrams of plantlet tissue was collected from the beginning of preincubation (days-14 and -7 before induction) to the induction day (day zero). Samples were also collected at 0.02, 0.04, 1, 7, 14, and 21 days after SE induction. The collected tissue was frozen and stored until its use. All the analyses were performed with three biological replicates from at least two independent experiments.

The frozen tissue was ground with liquid nitrogen and mixed with 1 mL of acidic water (the pH was adjusted to 2.8 with HCl). The mixture was transferred to a test tube with an additional milliliter of acidic water. The mixture was stirred for 1 min with 1 mL of a solution of butylated hydroxytoluene (Acros Organics, 112992500, Thermo Fisher Scientific), and then 1 mL of ethyl acetate (CTR Scientific 00184) was added. The mixture was stirred for 1 min, and the supernatant recovered. Next, 2 mL of ethyl acetate was added, stirred for 1 min, and recovered the supernatant. This operation was repeated once more. From this mixture, 3 mL of the organic phase was taken and evaporated with nitrogen gas. The dried sample was resuspended in 1 mL of the mobile phase and filtered through a Millipore filter (0.22 µM). The preparation of IAA–Glu, IAA–Leu, and IAA–Asp was previously reported [28].

### 4.4. High-Performance Liquid Chromatography

For the analysis of the samples, an Agilent Technologies 1200 high-resolution liquid chromatography (HPLC) system consisting of a quaternary array of pumps (Agilent Technologies G1311A) connected to an automatic injector (Agilent Technologies G1329A) was used. A total of 20 μL of the tissue extract was injected and subjected to chromatography with an isocratic elution system with a flow rate of 0.6 mL min^−1^ in a C_18_ reverse-phase column (Phenomenex, Torrance) of 250 mm × 4.6 mm. The samples were analyzed with a fluorescence detector (Agilent Technologies G1321A) at an emission length of 280 nm and an excitation length of 340 nm.

### 4.5. RNA Extraction and cDNA Synthesis

Total RNA was isolated from 50 mg of leaf tissue (between five and seven circular explants) using the Direct-zol RNA MiniPrep Kit (Zymo Research, R2051) according to the manufacturer’s instructions. To avoid degradation, all steps were carried out at low temperature. The quantity and quality of RNA was determined using the NanoDrop^TM^ 2000 spectrophotometer (Thermo Scientific) and gel electrophoresis. Approximately one µg of qualified total RNA of each sample was used to synthesize first strand complementary DNA according to the manufacturer’s instructions of the RevertAid H Minus First Strand cDNA Synthesis Kit (Thermo Scientific, K1632).

### 4.6. Quantitative Real-Time PCR (qRT-PCR) Analysis

Due to the availability of the *C. canephora* genome [43], specific primers were designed for each gene of interest. Primers for qRT-PCR were designed using the NCBI Primer-Blast Tool (https://www.ncbi.nlm.nih.gov/tools/primer-blast/; accessed date 10 June 2020), taking into account several parameters in the design. The length of the primers was established between 20 and 30 bp, a GC content between 45 and 60% was considered, as was a melting temperature between 59 °C and 60 °C. The amplification ranges of the amplicon were established between 150 and 210 bp. In addition, the probability of secondary structure formation and dimerization was verified in the Oligo Explorer 1.4 software (http://www.genelink.com/tools/gl-oe.asp; accessed date 10 June 2020). Detailed information about all the primers used in this study is listed in Table S4. The fluorescence and cycle values provided by the real-time PCR equipment were exported in an excel sheet. These data were then imported into the LinRegPCR version 2021.1 software to verify that the estimate of the efficiency of the primers was greater than 90% [63,64]. Each reaction contained 100 ng of cDNA template, 10 µM of each primer and 1x Express Sybr Green^®^ ER qPCR Supermix Universal (Invitrogen, A10314). The real-time PCR analysis was performed on a StepOne Real-Time PCR System (Applied Biosystems) under the following conditions: 1 cycle of 95 °C 5 min, followed by 40 cycles of 95 °C 15 s and 55 °C 30 s. Data obtained from real-time PCR were used to calculate the relative expression levels of the target gene and compared with the expression of the cyclophilin gene using the 2^−ΔΔCT^ method [65]. The experiment was conducted with three biological replicates, using the cyclophilin gene as an internal reference [41,66].

### 4.7. Genome- and Transcriptome-Wide Identification of GH3 Genes in C. canephora

To carry out the identification of the sequences of the *GH3* genes, a search was carried out using the keyword “GH3” within the reference genome of *C. canephora* available online (http://coffee-genome.org/; accessed date 18 May 2020) [48]. A total of 20 candidate sequences were found. Since the *GH3* family consists of characteristic domains, all recovered GH3 sequences were analyzed in the NCBI conserved domain database (https://www.ncbi.nlm.nih.gov/Structure/cdd/wrpsb.cgi; accessed date 22 June 2020). Eighteen sequences coincided with the *GH3* domain (pfam03321 and PLN2247) considered in candidate GH3 sequences. For the nomenclature of *GH3* in *C. canephora*, 19 GH3 sequences (GH3.1 to GH3.19) were downloaded from The Arabidopsis Information Resource database (TAIR). A blast analysis was subsequently performed against the GH3 sequences of *C. canephora*.

A manual search using the keyword “GH3” was performed within the transcriptome data of our SE induction process [41]. RNA-seq data are available at NCBI GEO: GSE128888. After identifying the GH3 genes, a heatmap was generated showing the expression levels, using the ggplot2 package for R [67].

### 4.8. Phylogenetic Analysis

The *GH3* sequences were aligned with ClustalW. Subsequently, a phylogenetic tree was built using the MEGA 7 software (http://www.megasoftware.net/; 15 July 2021). The evolutionary history was inferred using the maximum likelihood method based on the general time reversible model. The tree with the highest log likelihood (–9815.16) is shown. Initial tree(s) for the heuristic search were obtained by applying the neighbor-joining method to a matrix of pairwise distances estimated using the maximum composite likelihood (MCL) approach. A discrete gamma distribution was used to model evolutionary rate differences among sites (two categories (+*G*, parameter = 0.7788)). The analysis involved 72 sequences. All positions with less than 95% site coverage were eliminated. Less than 5% alignment gaps, missing data, and ambiguous bases were allowed at any position. There were a total of 700 positions in the final dataset. The percentage of replicate trees in which the associated taxa clustered together in the bootstrap test (1000 replicates) is shown next to the branches. The sequences of *C. canephora GH3* genes were obtained from http://coffee-genome.org. Rice sequences were obtained from http://riceplantbiology.msu.edu; accessed date 18 May 2020. Tomato sequences were obtained from https://solgenomics.net/; accessed date 18 May 2020. *Arabidopsis* sequences were obtained from https://www.arabidopsis.org/; accessed date 19 May 2020. Grape sequences were obtained from NCBI https://www.ncbi.nlm.nih.gov/; accessed date 19 May 2020.

### 4.9. Systematic Bioinformatics Analysis of C. canephora GH3 Genes

For genetic structure analysis, the complete annotation of *C. canephora* was downloaded directly from the genome database (http://coffee-genome.org/; accessed date 18 May 2020) and the sequences were visualized with Unipro UGENE online software (http://ugene.net/; accessed date 22 June 2020). The online software PIECE (Plant Intron Exon Comparison and Evolution database; https://wheat.pw.usda.gov/piece/index.php/; accessed date 28 July 2020) was used to predict the intron–exon organization. The length, molecular mass, and theoretical isoelectric point of each CcGH3 protein were calculated with the software ExPASy (https://web.expasy-org/protparam/; accessed date 29 July 2020) using the input of coding sequences (CDSs) and corresponding genomic sequences. The subcellular localization was predicted on the PSORTII (https://psort.hgc.jp/form2.html//; accessed date 31 July 2020). 

### 4.10. The Building of 3D Structures, Modelling, and Molecular Docking of Selected CcGH3 Proteins in C. canephora

All 3D structures were built using the SWISS-MODEL software, accessible via the ExPASy web server (https://swissmodel.expasy.org//; accessed date 17 February 2021). The best-predicted models were evaluated using global model quality estimation (GMQE) and assessed after model building using the QMEAN global score. The Chimera MatchMaker tool [68] was used to compare the homology modeling structure of the nine CcGH3 proteins. UCSF Chimera 1.14 software was used to model and visualize the 3D structures [68].

Molecular docking experiments were carried out to evaluate the binding sites of AMP and IAA to the predicted CcGH3 structural model, using DockThor server (https://dockthor.lncc.br/v2/; accessed date 12 April 2021). The DockThor scoring function is based on the MMFF94S force field [69]. A standard docking mode was performed using the 3D structures of AMP and IAA. The 3D AMP and IAA structures were built from the molecular formula using the structure edition tool with the build structure option of the UCSF Chimera 1.14 software. The molecular formulas were downloaded from PubChem https://pubchem.ncbi.nlm.nih.gov//; accessed date 15 April 2021. A grid box with blind molecular docking was used to define the docking region. The parameters are referred to as defaults in DockThor, and the structures with positional root mean square deviation (RMSD) o up to 3 Å were clustered together. All results were analyzed using UCSF Chimera 1.14 Molecular Graphics Systems [68].

### 4.11. Statistical Analysis

The data were processed and analyzed using an analysis of variance (ANOVA) program. The significance grade between the mean values was determined using the Tukey test. Differences were considered to be significant at *p* ≤ 0.05. Data were analyzed by Origin 8 (Data Analysis and Graphing Software).

## 5. Conclusions

There are several plant development processes related to auxin signaling. The understanding of the biological functions of *GH3* genes has advanced significantly in recent years. However, the possible function of each of these genes may vary between different plant species. In *C. canephora*, an expression analysis of the SE induction process had not been reported. The phylogenetic evidence of GH3 proteins shows two main groups that correspond to the functional groups identified in *A. thaliana*, suggesting similar functions in dicotyledons. Within the genome of *C. canephora*, 18 *CcGH3* genes were identified and expressed during at least one point of the SE process. Quantitative analysis by qRT-PCR revealed that *CcGH3.6* and *CcGH3.17* are expressed mostly 24 h after SE induction. The analysis of the CcGH3 proteins shown in this work indicates that they can influence the induction of somatic embryogenesis of *C. canephora* through the conjugation of auxin with acidic amino acids as a substrate, which leads to the degradation of excess auxin. However, CcGH3 proteins can also conjugate other growth regulators, such as JA and SA. In plants, SA mediates disease resistance and abiotic stress responses. All these results suggest that the coffee GH3 genes may influence the homeostasis of the auxin content in the cell, necessary to change its genetic program to become a new organism. In general, the data presented in this study on CcGH3 proteins provide information to understand the basic mechanism of somatic embryogenesis in non-model species.

The results presented in this study provide information for understanding the molecular mechanisms of the embryogenic process. They can serve as a basis for the functional characterization of members of the *GH3* family in *C. canephora*. The analysis of the subcellular location and the functional characterization of these genes could help reveal the control mechanisms of the pathway related to auxin conjugation. On the other hand, there is the possibility that some *GH3* act redundantly. Genetic editing tools, such as CRISPR/Cas9, could provide a valuable means to explore the specific function of genes involved in SE.

## Figures and Tables

**Figure 1:**
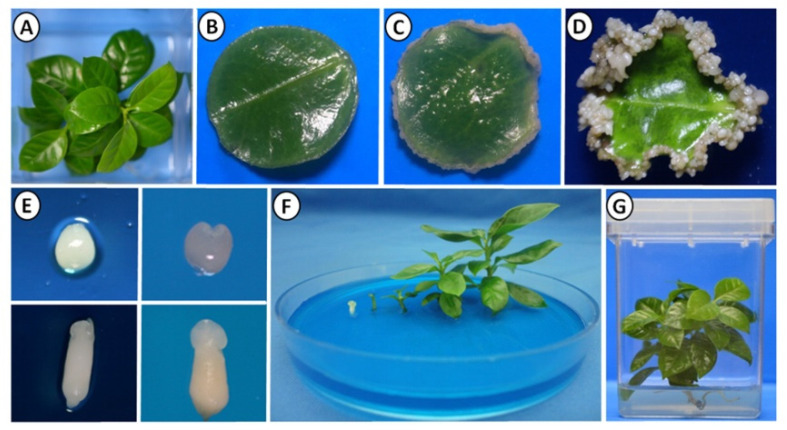
Induction of somatic embryogenesis in *C. canephora*. The SE process was induced, as previously reported. (**A**) Plantlet in the pre-conditioning stage, in MS medium, supplemented with 0.54 μM NAA and 2.32 μM KIN. (**B**) Explant at seven days after SE induction (dai) in Yasuda medium [42] supplemented with 5 μM BA. (**C**) Explant at 21 days after SE induction (dai). (**D**) Explant at 56 days after SE induction. (**E**) Embryos at different stages of development (globular, heart, torpedo, cotyledonary). (**F**) Embryo germination in MS medium without PGR. (**G**) Complete plantlets regenerated from somatic embryos.

**Figure 2:**
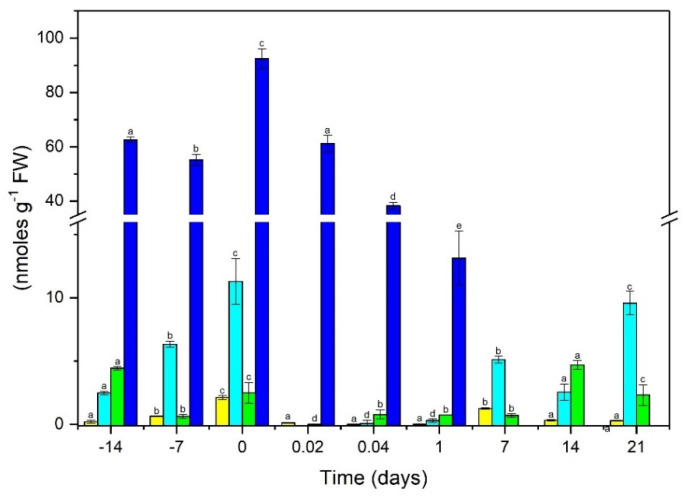
Endogenous IAA and IAA conjugate content, before and during the induction of somatic embryogenesis in *C. canephora*. Endogenous free IAA (yellow bars), IAA–Ala (Cyan bars), IAA–Leu (green bars), IAA–Glu (blue bars). One hundred mg of tissue was collected from the beginning of the seedlings′ preincubation (days-14, -7, and -4) until the induction day (day zero). Samples 0.02, 0.04, 1, 7, 14, and 21 days after induction of SE were also collected. The samples were analyzed as described in Materials and Methods. All analyses were performed with three biological replicates of at least two independent experiments. The error bars represent the standard error (n = 3). Different letters represent the statistical significance of mean differences between each determination at a given time according to the Tukey test (*p* ≤ 0.05).

**Figure 3:**
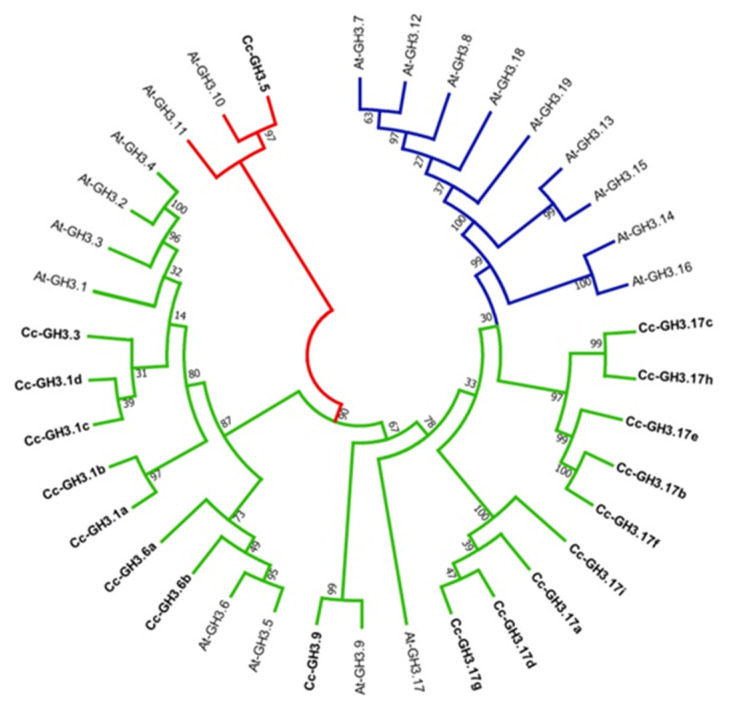
Analysis of the phylogenetic relationships between *CcGH3* and *AtGH3* members. The non-rooted phylogenetic tree was constructed to study the phylogenetic relationship from the sequence alignments of 19 *AtGH3* and 18 *CcGH3*. GH3s belonging to one plant species are marked with the indicated leaf labels. The branches in red, green, and blue colors represent the groups I, II, and III, respectively. The sequences were aligned in ClustalW, and analysis was conducted in MEGA7 using the neighbor-joining method. Bootstrap values (1000) are presented for all branches. At: *A. thaliana*; Cc: *C. canephora*.

**Figure 4:**
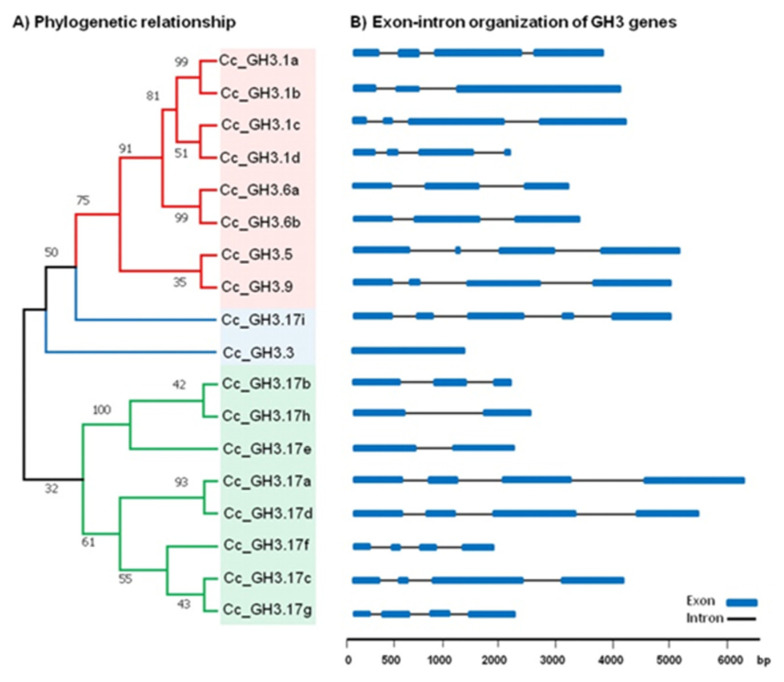
Phylogenetic relationship and intron–exon structure of the 18 *GH3* genes of *C. canephora*. (**A**) The phylogenetic tree was constructed via the alignment of full-length amino acid sequences from *C. canephora* using MEGA 7 software and the neighbor-joining method. The tree clearly exhibits four subgroups. (**B**) The exon and intron lengths of each *GH3* gene are shown proportionally and were created using the genetic structure drawing server found in the PIECE database. Most of the genes have between three to five exons, while *CcGH3.3* (Cc02_g19470) has only one. The blue squares and black lines represent exons and introns, respectively.

**Figure 5:**
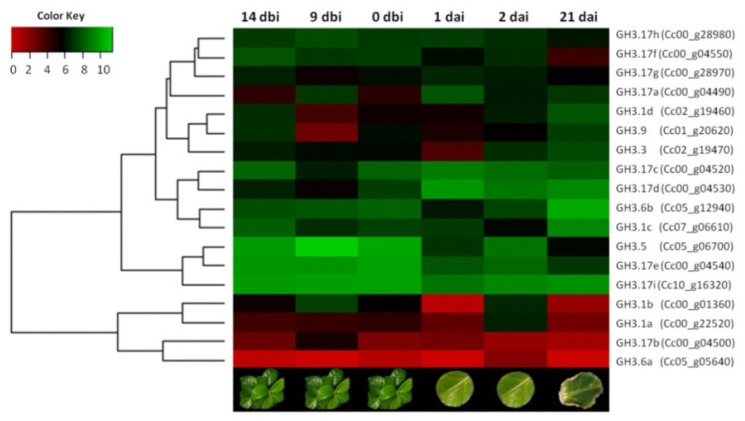
Heat map of expression profiles of the *C. canephora GH3* gene family during the induction of SE. Red, black and green backgrounds represent low, intermediate, and high expression levels, respectively, and are shown on a log2 scale from the highest to the lowest expression of each *CcGH3*. The expression data values were median-centered and normalized for each gene at different points before transforming to the color scale. The abbreviations “dbi” and “dai” indicate the days before induction and days after induction.

**Figure 6:**
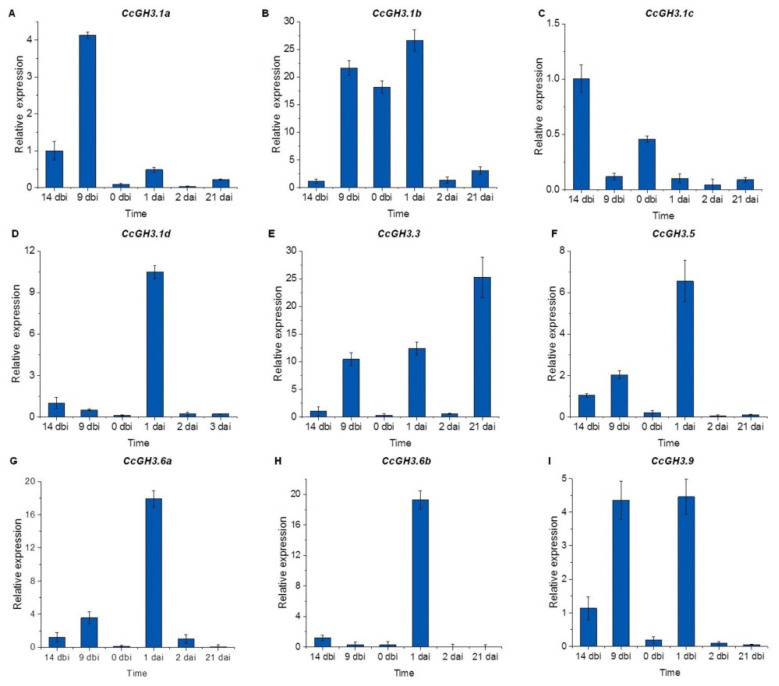
Analysis of the expression of the genes *CcGH3* (*CcGH3.1a* to *CcGH3.9*) during the SE process in *C. canephora*. The expression level of individual *GH3* genes is shown. Fifty mg of tissue was collected from the beginning of the preincubation of the plantlets (days-14 and -9) to the induction day (day zero). Samples were also collected 1, 2, and 21 d after the induction of SE. Samples were analyzed as described in Materials and Methods. Error bars represent the standard error (n = 3).

**Figure 7:**
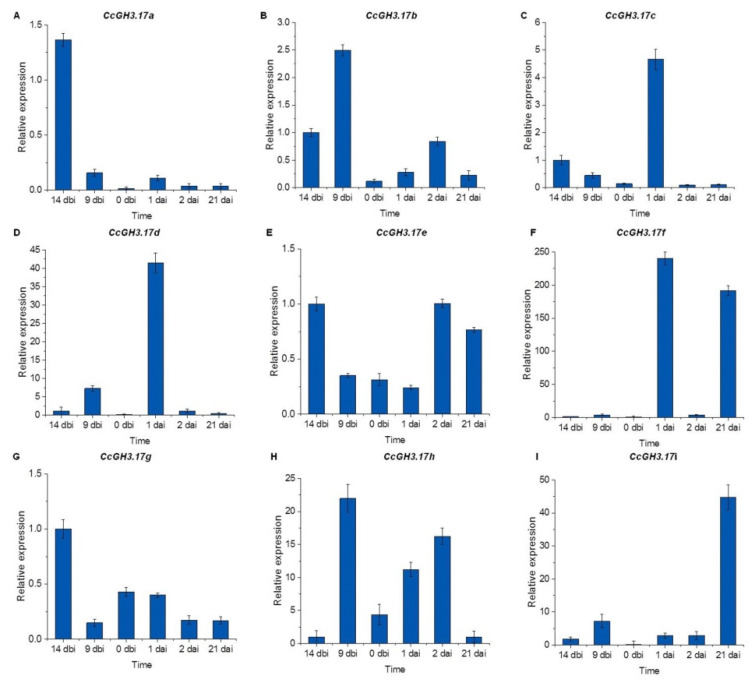
Analysis of the expression of the genes *CcGH3* (*CcGH3.17a* to *CcGH3.17i*) during the SE process in *C. canephora*. The expression level of individual *GH3* genes is shown. Fifty mg of tissue was collected from the beginning of the preincubation of the plantlets (days-14 and -9) to the induction day (day zero). Samples were also collected 1, 2, and 21 d after the induction of SE. Samples were analyzed as described in Materials and Methods. Error bars represent the standard error (n = 3).

**Figure 8:**
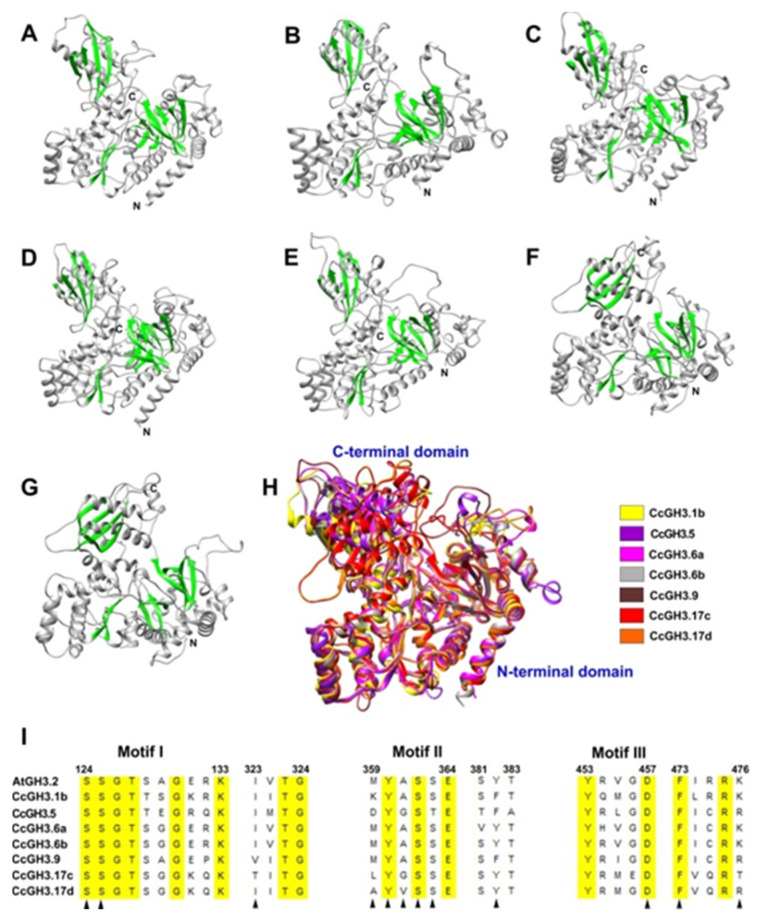
Predicted 3D structures of CcGH3 proteins in *C. canephora*. Panel (**A**): CcGH3.1; panel (**B**): CcGH3.5; panel (**C**): CcGH3.6a; panel (**D**): CcGH3.6b; panel (**E**): CcGH3.9; panel (**F**): CcGH3.17c; panel (**G**): CcGH3.17d; panel (**H**): multiple alignments of selected CcGH3 proteins. The α helices are shown in green, the β strands and random coils in gray. Panel (**I**): sequence alignment of CcGH3 selected with AtGH3.2 of the *A. thaliana*. Highly conserved residues are shown with a yellow background. Black triangles denote the residues involved in AMP binding.

**Figure 9:**
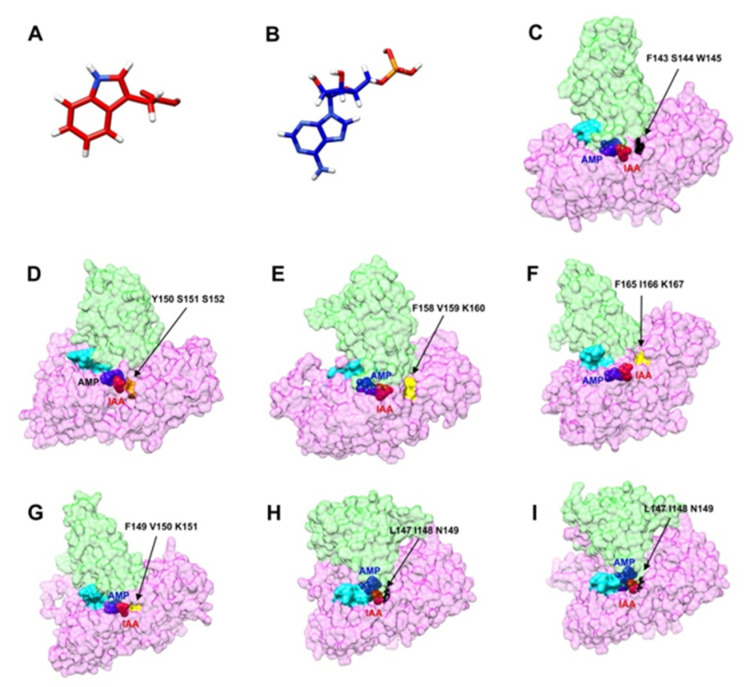
CcGH3-IAA-AMP complexes. Panel (**A**,**B**) are the 3D structures of the IAA and AMP, respectively. (**C**–**I**), surface view of IAA (red spheres) and AMP (blue spheres) binding site in CcGH3 in *C. canephora*. IAA and AMP in the active site are shown as spheres in CcGH3 proteins. The colors green and magenta indicate the small C-terminal domain and the large N-terminal domain, respectively. Arrows show the amino acid binding site: cyan, a motif I of binding to AMP; orange, non-polar amino acid binding site; yellow, acidic amino acid binding site; areas in in black were not identified. Panel (**C**): CcGH3.1; panel (**D**): CcGH3.5; panel (**E**): CcGH3.6a; panel (**F**): CcGH3.6b; panel (**G**): CcGH3.9; panel (**H**): CcGH3.17c; panel (**I**): CcGH3.17d.

**Table 1:** Characteristics of the *GH3* gene family members in *C. canephora*.

Gene	Locus ID	ORF (bp)	TAIR Locus ID	No. Exons	Start	End	Deduced Polypeptide			Predicted Subcellular Localization
							Length (aa)	MW (Da)	pI	
*CcGH3.1a*	Cc00_g22520	2581	AT2G14960	4	142,656,917	142,659,058	569	64,641.15	5.69	Cytoplasmic
*CcGH3.1b*	Cc00_g01360	2740	AT2G14960	3	8,822,291	8,824,450	593	66,898.26	5.35	Cytoplasmic
*CcGH3.1c*	Cc07_g06610	2750	AT2G14960	4	4,821,858	4,824,041	528	59,892.74	6.50	Cytoplasmic
*CcGH3.1d*	Cc02_g19460	1367	AT2G14960	4	17,549,243	17,550,429	271	30,560.21	8.26	Cytoplasmic
*CcGH3.3*	Cc02_g19470	862	AT4G37390*AtGH3.2/YDK1*	1	17,550,591	17,551,298	236	26,644.15	5.61	Cytoplasmic
*CcGH3.5*	Cc05_g06700	3771	AT2G46370*AtGH3.11/JAR1*	4	21,465,217	21,468,524	591	67,271.46	5.91	Cytoplasmic
*CcGH3.6a*	Cc05_g05640	2379	AT5G54510*AtGH3.6/DFL1*	3	20,228,391	20,230,769	607	68,277.83	5.53	Cytoplasmic
*CcGH3.6b*	Cc05_g12940	2430	AT5G54510*AtGH3.6/DFL1*	3	26,669,847	26,672,091	622	69,873.15	6.09	Cytoplasmic
*CcGH3.9*	Cc01_g20620	2990	AT2G47750*AtGH3.9*	4	37,172,864	37,175,503	606	68,693.72	5.93	Cytoplasmic
*CcGH3.17a*	Cc00_g04490	6755	AT1G28130*AtGH3.17*	4	34,209,474	34,211,882	583	65,979.47	5.66	Cytoplasmic
*CcGH3.17b*	Cc00_g04500	1516	AT1G28130*AtGH3.17*	3	34,230,766	34,232,281	371	42,536.80	6.19	---
*CcGH3.17c*	Cc00_g04520	2705	AT1G28130*AtGH3.17*	4	34,265,456	34,267,828	583	65,990.42	5.77	E. reticulum
*CcGH3.17d*	Cc00_g04530	4103	AT1G28130*AtGH3.17*	4	34,279,931	34,282,340	583	66,020.49	5.73	Cytoplasmic
*CcGH3.17e*	Cc00_g04540	1774	AT1G28130*AtGH3.17*	2	34,297,176	34,298,627	357	40,498.45	5.69	Cytoplasmic
*CcGH3.17f*	Cc00_g04550	1284	AT1G28130*AtGH3.17*	4	34,298,709	34,299,719	226	25,308.99	5.56	Cytoplasmic
*CcGH3.17g*	Cc00_g28970	1939	AT1G28130*AtGH3.17*	4	178,935,475	178,936,518	239	26,550.34	6.44	Cytoplasmic
*CcGH3.17h*	Cc00_g28980	1961	AT1G28130*AtGH3.17*	2	178,936,581	178,938,006	348	39,719.58	5.78	Cytoplasmic
*CcGH3.17i*	Cc10_g16320	3565	AT1G28130*AtGH3.17*	5	27,266,812	27,269,856	583	65,421.04	5.44	Cytoplasmic

## Data Availability

No applicable.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/plants10102034/s1, Figure S1: Analysis of the phylogenetic relationships of GH3 members in several species, Figure S2: Phylogenetic relationship of the 19 GH3 genes reported in *A. thaliana*. Figure S3: Graphical description of SE induction in *C. canephora*. Table S1: Complete sequences of *GH3* genes in *C. canephora*, Table S2: *Gretchen Hagen* (*GH3*) genes identified in some sequenced plant genomes. Table S3: The accession numbers of GH3 used in the construction of phylogenetic trees, Table S4: Gene-specific primer sequences used for real-time qRT-PCR amplification. Table S5: Information from templates used for the construction of 3D proteins.

# Supplementary material for: Genome-Wide Analysis, Modeling, and Identification of Amino Acid Binding Motifs Suggest the Involvement of GH3 Genes during Somatic Embryogenesis of Coffea canephora
**Source:** Plants (Basel). 2021 Sep 28;10(10):2034. doi: 10.3390/plants10102034
**Supplement:** Supplementary file 1

**Table S4.** Gene-specific primer sequences used for Real-time qRT-PCR amplification.

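Apart from the pair for *Cyclophilin*, the reference gene, each primer pair in this table was designed to amplify one *CcGH3* transcript, so that the amount of product in a quantitative PCR follows the level of that gene relative to the reference gene. The method measures genes one at a time on RNA from the same time points as the transcriptome, which counts reads of all genes at once. For the copies of *CcGH3.17*, which resemble each other closely, a primer may also match a sister copy. In the sequences of Table S1, of which only the first 399 bp or fewer were read here, the forward primer of *CcGH3.17f* is also found in *CcGH3.17c*, and the reverse primer of *CcGH3.17c* in *CcGH3.17b*, *CcGH3.17e* and *CcGH3.17h*. A pair amplifies a sister copy only where both of its primers match it.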

| Gene               | Forward primer            | Reverse primer        |
|--------------------|---------------------------|-----------------------|
| <i>CcGH3.1a</i>    | TGATCCAATATGCTCCCTTGCT    | GTACAATCCGGCATGCGTAG  |
| <i>CcGH3.1b</i>    | GAGTTGTCAGTTGGGGTCCT      | GCCCCTCTAGAGACAGCAAA  |
| <i>CcGH3.1c</i>    | CCGGGGTGCTAAACCCTAAA      | CCCTGCCGACGCTGTAATAA  |
| <i>CcGH3.1d</i>    | AACCTTTACGTGCCGGGATT      | GCAAAGCATTGCGGTACA    |
| <i>CcGH3.3</i>     | CTCGGACAAGACAGACGAGG      | GTCCCGCTTTTTACCACACG  |
| <i>CcGH3.5</i>     | ATGCTGGGAACCTTGCCTCTT     | TTCTTGCCCCAGCTTGACTT  |
| <i>CcGH3.6a</i>    | CTGGCAGAAGTTTTAGAGGCTG    | TTCTGAGGTCACAGGCAGGA  |
| <i>CcGH3.6b</i>    | GCTAGTGGCTCGTCCTGTTT      | GGGTCGGTAATTCGTGGGTT  |
| <i>CcGH3.9</i>     | GCCGTATTTGCATCTGCGTT      | CCCGTGATCACAGCCTCAAT  |
| <i>CcGH3.17a</i>   | GTCTCCTTGCTACTCTTTGAACTAA | CCGAGGCGAAAAATGTACCA  |
| <i>CcGH3.17b</i>   | CCTTGAACCACTTGGGCTCT      | GCACGTTGAATGTTCTGATGC |
| <i>CcGH3.17c</i>   | GCCTCGGGTTTGCTAAGGATA     | TGGTCCTTGGCCAGATCTTC  |
| <i>CcGH3.17d</i>   | GAGCTACTGATCAGCTCGGG      | CAAAGAACAGCGCTTTCCCA  |
| <i>CcGH3.17e</i>   | TGGTTCTTCAGAGGCGTTGT      | GCATCTTTCCTGTTGGTGCAG |
| <i>CcGH3.17f</i>   | GGATGGAGAGCCATCTCGGA      | GCTTTCCCATCGTTCAAGCC  |
| <i>CcGH3.17g</i>   | CCACACTCCTGGTGGCTTAG      | GCAAACCCGAGGCGAATATG  |
| <i>CcGH3.17h</i>   | GGAGCTTCAACTCAGATCAAACG   | GTCCATGAGCACGTTGAATGT |
| <i>CcGH3.17i</i>   | CAAAGTTGTGCAACGGCGTA      | CCTCTCAAGCACTGCAGCTA  |
| <i>Cyclophilin</i> | GATGGCGTGCCTCTTGGTAG      | AGCCAAATTGCTTCCAGCCT  |

How the deposited data were processed for this re-analysis (not part of the article)

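RNA-seq libraries of *C. canephora* leaves and leaf explants were made at 6 time points, 3 of them before induction (14, 9 and 0 dbi, in days) and 3 after it (1, 2 and 21 dai), with 2 libraries at each. The authors deposited 1 count file per library. Each holds whole-number read counts for 25574 genes, not normalized, followed by 5 lines of reads that were not assigned to a gene. According to the submitters' notes, reads were checked with FastQC 0.11.5, trimmed with cutadapt 1.14 and counted with HTSeq 0.10.0. The aligner, the strand setting and the genome build are not given in the sources used here. The unassigned lines stayed out of library sizes and tests. Per library, 29.2% to 59.9% of reads lay in genes, 23.1% to 45.9% were not aligned and 11.2% to 20.3% had low mapping quality. Reads in genes ran from 10091539 to 36525500 with a median of 22765039, so that a count of 0 allows up to 0.0821 to 0.297 CPM (3 counts, counting error only). Gene IDs were matched to the locus tags of the AUK_PRJEB4211_v1 annotation, and all 25574 matched. The names of the *CcGH3* genes came from Table 1.

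Analyses were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Normalized counts are the deposited counts divided by the TMM effective library size and multiplied by its mean over libraries, and levels are log2(normalized count + 1). Genes were filtered with edgeR's filterByExpr by time point, which left 20745. All 12 libraries entered one quasi-likelihood fit with time point as the only factor. Comparisons were 9 dbi, 0 dbi, 1 dai, 2 dai and 21 dai against 14 dbi, 1 dai against 0 dbi, and an F test over all 6 time points. For induction against pretreatment, the counts of the 2 libraries of each time point were summed, and 3 time points were compared with 3 (19990 genes). A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested. For the *CcGH3* genes, p-values adjusted over the list alone are given beside these. Standard errors were computed from the log2 fold change and the F statistic. The list of *CcGH3* genes was also tested as a set with camera (preset correlation 0.01, and an estimated one) and fry. A *CcGH3* gene was counted as expressed at 1 CPM or more in both libraries of a time point, and as high at a mean over 5 at each of the 3 pretreatment points. The paper states no minimum for expression.

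The tests, the named genes (all 18 *CcGH3* genes) and most alternatives were fixed before the data were examined. The alternatives were DESeq2, other size factors, library size alone, no filter, a minimum of 10 counts in every library, a replicate block, each library or time point left out, and only the 4 libraries compared. A term for the share of low mapping quality (over or under 15%), the 8 libraries under that share and expression at 1 count in any library were added after seeing the data. The replicate numbers were taken to pair the samples only if each of the 15 correlations of deviations between time points was over 0.1, and 5 were. These 5, of 0.25 to 0.39, lie among the 6 correlations between 14 dbi, 0 dbi, 2 dai and 21 dai, where replicate 1 is the library with a high share of low mapping quality. The sixth was 0.05, and the other 9 ran from −0.05 to 0.01. The number thus marks a group of libraries at 4 time points, and the block was kept as an alternative. The counts of the 2 libraries were compared by chi-square, and they differed by more than sampling noise at every time point, so they were not summed in the main fit. The steps were tested on simulated counts with 100 genes changed 4-fold and 100 changed 16-fold. For 21 dai against 14 dbi, 13 and 47 of them were found, with 2 false among 62 calls over 20470 genes. For 1 dai against 0 dbi, 8 and 49 were found, with 1 false among 58 calls over 20451 genes. For induction against pretreatment, 56 and 81 were found, with 6 false among 143 calls over 20266 genes. In that simulation the time points of a stage shared 1 mean and differed only by the spread between libraries. Real time points of a stage differ more, so these rates may be too favourable for the real comparison. In the simulations of single time points, most changes of 4-fold were missed. These simulations changed 100 genes at each fold, while 2847 genes outside *CcGH3* were called at 21 dai against 14 dbi in the real data. A Benjamini-Hochberg cut is stricter where fewer genes change, so the simulations do not give the share missed in the real comparisons. In all, 21 lists of pathways and cell types, fixed as keywords for gene descriptions, were not applied, since the sources used here do not pair the gene IDs with descriptions. The values of IAA and its conjugates were not analysed here, and the qRT-PCR was only read by eye from Figures 6 and 7, for the highest time point and the direction from 0 dbi to 1 dai.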

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

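The rule behind the gene absent before induction, 50 reads or more in each library of one stage and 0 in the other, was chosen after the data were seen.

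The gene Cc00_g27520 stands out because the paper does not discuss it and its reads appeared only after induction. It had 0 reads in all 6 libraries of the pretreatment. In the 6 libraries of 1, 2 and 21 dai it had 46.8 ± 58.1 CPM (SD, n = 6 libraries), with a range of 4.45 to 131 CPM and an SD that spans time points as well as libraries. Against a floor of 0.023 CPM, which is 3 counts over the 6 pretreatment libraries pooled and covers counting error only, its mean was at least 2037-fold higher. Without the library at 131 CPM the mean was 30.0 CPM and the fold at least 1307. Under the same rule, 0 genes had reads only before induction. This is a rule on counts and no test was run.

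Outside the *CcGH3* family, 2847 genes changed between 14 dbi and 21 dai in edgeR's quasi-likelihood test, in data the paper does not discuss. With the 4 *CcGH3* genes the number was 2851, of which 1312 were higher and 1539 lower at 21 dai. It was 1775 without replicate 1 of 14 dbi, 1459 without replicate 2 of 14 dbi, 835 without replicate 1 of 21 dai and 1437 without replicate 2 of 21 dai. On the 8 libraries with a low share of low mapping quality, a choice made after seeing the data, it was 657, but there 14 dbi and 21 dai have 1 library each and the spread comes from 9 dbi and 1 dai alone.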

How the results depend on the processing

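The batch term, the fit on the 8 libraries with a low share of low mapping quality and the rule of at least 1 count in any library were chosen after the data were seen, and the other alternatives before. The 8 libraries hold 1 library each at 14 dbi, 0 dbi, 2 dai and 21 dai. Of the values of *CcGH3* genes under the alternatives, 2180 stayed on their side of the threshold, 83 lost a call and 21 gained one. Of the 225 values called in the main fit or the alternative, 0 changed sign, and of the 2059 called in neither, 161 did, over 16 genes. The number of expressed *CcGH3* genes stayed at 17, except 18 with at least 1 count in any library. Where values moved, the cause was not tested, except that fewer libraries leave fewer degrees of freedom. Depth limits what low genes such as *CcGH3.6a* can show.

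The libraries of 9 dbi had the fewest genes detected, 17809 and 17204, against 20565 and 21704 at 14 dbi. Lower levels at 9 dbi thus cannot be told apart from fewer genes detected in its libraries. Compared with 14 dbi, the number of changed genes at 9 dbi was 111 (7 higher, 104 lower). It was 1579 with DESeq2, 54 with RLE size factors, 226 with no filter, 20 with at least 10 counts in every library, 17 with the batch term, 0 on the 8 libraries and 0 on the 4 libraries compared, and 0 (without 1 dai replicate 1) to 686 (without 9 dbi replicate 1) in leave-one-out fits. At 0 dbi it was 0 by edgeR (793 at an unadjusted p under 0.05), 52 with DESeq2 and 0 to 2 in leave-one-out fits. At 1 dai it was 2224, 4362 with DESeq2, 1024 on the 8 libraries and 147 to 2942 in leave-one-out fits. At 2 dai it was 1024, 2541 with DESeq2, 144 on the 8 libraries and 63 to 1453 in leave-one-out fits. At 21 dai it was 2851, 4868 with DESeq2, 657 on the 8 libraries and 835 to 3731 in leave-one-out fits. Between 0 dbi and 1 dai it was 1623, 3623 with DESeq2, 357 on the 8 libraries, 519 on the 4 libraries compared and 20 to 2276 in leave-one-out fits. With library size only, 715 genes were higher and 740 lower there (609 and 1014 with TMM), and at 2 dai 534 and 458 (439 and 585). Between stages it was 2195, 4528 with DESeq2, 225 on replicate 1 alone, 910 on replicate 2 alone and 365 to 2291 in leave-one-out fits, with 1298 higher and 997 lower by library size only (1079 and 1116 with TMM).

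Over the 6 time points 3 *CcGH3* genes changed, 8 with DESeq2, 5 with at least 10 counts in every library, 1 on the 8 libraries and 2 to 5 in leave-one-out fits. Of the 18 genes, 12 were high at each pretreatment point and 3 with CPM.

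With the replicate block, 17 genes changed at 9 dbi against 14 dbi, and no other count moved by more than 1.5 times. It gave *CcGH3* calls at 1 dai against 0 dbi (*CcGH3.17d*, *CcGH3.6b*), at 1 dai (*CcGH3.17a*) and at 2 dai (*CcGH3.17d*) that the main fit did not. The block was not run between stages, whose samples are sums of both numbers.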

Differences from the paper's values

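The readings of Figures 6 and 7 were made after seeing the values. The paper counts 18 *CcGH3* genes as expressed and states no minimum. Here 17 were, in the main setting and under each alternative set before the data were examined, and 18 with at least 1 count in any library, a rule chosen after seeing the values, which drops 0 of the paper's genes.

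The paper names *CcGH3.1a*, *CcGH3.6a* and *CcGH3.17b* as the genes that were not high in the pretreatment. Here *CcGH3.1d*, *CcGH3.9* and *CcGH3.17a* also missed the limit of 5 at some pretreatment point. *CcGH3.17a* was over 5 only at 9 dbi. *CcGH3.1d* and *CcGH3.9* missed it only at 9 dbi, with 200 and 40 reads in replicate 1 and 0 in replicate 2. Without that replicate 2 both were over 5 at each of the 3 points, and *CcGH3.17d* and *CcGH3.17g* were not. With the mean of the 3 points, 15 genes were over 5, and the exceptions were the paper's. The paper describes *CcGH3.1a* and *CcGH3.17b* as low at every point, while *CcGH3.1a* was at 6.63 at 2 dai and *CcGH3.17b* at 5.13 at 9 dbi. *CcGH3.6a* was low at every point here too, with a highest mean of 2.12. The legend of Figure 5 says that values were centered and normalized per gene, so its scale may differ from that used here, which for CPM in place of normalized counts gave 3 high genes.

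The paper describes most qRT-PCR profiles as similar to the transcriptome. Its qRT-PCR levels are relative to the reference gene, cyclophilin, while the RNA-seq levels used here are scaled over all genes. The RNA-seq level of the reference gene itself was not examined here. In Figures 6 and 7, read by eye, the highest time point was the same for 5 of 18 genes, and 2 near ties in the figures added none. From 0 dbi to 1 dai the direction was the same for 6 of the 16 genes that could be read. Of 15 genes that were higher at 1 dai by qRT-PCR, 5 were higher and 10 lower in the RNA-seq means, but only 3 and 5 of these differed by more than the larger SD of the 2 points (n = 2 libraries). Of the 8 genes beyond that SD, 3 had the same direction. An SD of 2 libraries is an uncertain mark of a difference. Among the 8, only *CcGH3.5* and *CcGH3.17i*, both lower in the RNA-seq, passed edgeR's test of 1 dai against 0 dbi. *CcGH3.9*, *CcGH3.17a* and *CcGH3.17c* had unadjusted p-values of 0.573, 0.0708 and 0.3 in that edgeR test, so their directions are not established. The paper states that *CcGH3.1d*, *CcGH3.6b* and *CcGH3.9* went up within a day of induction by qRT-PCR. Their mean log2 levels in the RNA-seq differed by −0.10, −2.09 and −1.04. By edgeR their log2 fold changes were −1.23, −1.93 and −0.96 (standard errors 2.03, 0.67 and 1.65). The directions of *CcGH3.1d* and *CcGH3.9* are thus uncertain. For *CcGH3.17d*, *CcGH3.17c* and *CcGH3.17a*, higher by qRT-PCR, the mean log2 levels differed by 2.44, 0.67 and 3.38. The log2 fold changes of these by edgeR were 2.40, 0.67 and 2.46 (standard errors 0.72, 0.61 and 1.22). The paper describes *CcGH3.6a* and *CcGH3.6b* as highly expressed at 1 dai, which its conclusions base on qRT-PCR. In the RNA-seq, *CcGH3.6a* had 0 reads there and *CcGH3.6b* its lowest mean, 6.37. The paper describes *CcGH3.5* as falling at the induction stage. Its RNA-seq mean was also lower at 1 dai, with a difference of −3.23 from 0 dbi, while in Figure 6F its highest bar lies at 1 dai. In its passage on qRT-PCR, the paper states that *CcGH3.3* increased from 14 to 9 dbi, where the RNA-seq means were 6.51 ± 3.00 and 6.02 ± 3.51 (SD, n = 2 libraries). In the same passage, the paper describes all *CcGH3.17* transcripts as elevated through nearly the whole process. In the RNA-seq, 6 of the 9 copies were over 5, the paper's limit for the pretreatment, at each of the 6 points. *CcGH3.17f* was over 5 at 5 points and *CcGH3.17a* at 4. The exception was *CcGH3.17b*, over 5 at 1 point, whose mean ran from 1.29 to 5.13. The paper notes that the 2 experiments used different samples.

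The paper's text gives a longest ORF that is shorter than the 6755 bp of its Table 1, and the annotated span of the same gene, *CcGH3.17a*, is 6775 bp.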

Other observations

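The tests of sequencing noise, of the batch, of split genes and of the *CcGH3.17* copies were chosen after their results were seen, as were the limits of 15% low mapping quality and of 400 and 500 aa. The test on neighbours across the genome and that of other groupings of time points were chosen before.

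A gene outside the family with a large difference in both libraries was Cc05_g06170, named after its values were seen. It had 0 normalized counts in both libraries of 14 dbi, 8279 and 8258 at 1 dai, 5595 and 4761 at 2 dai and 3526 and 3635 at 21 dai. Its description was not given in the sources used here. Tested as a set, the 17 *CcGH3* genes were not shifted in any comparison by camera (smallest adjusted p = 0.718, and 0.845 with an estimated correlation). The smallest adjusted p from fry, which asks whether the genes move on balance one way, was 0.132 between stages (0.0189 unadjusted).

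The 2 libraries of a time point differed widely. If counting noise of sequencing were the only cause, their chi-square per degree of freedom would be close to 1. The lowest value was 32.3 at 1 dai, which argues against counting noise alone. Technical noise beyond counting was not tested by it. A batch of libraries with a high share of low mapping quality does not account for 9 dbi, whose libraries lie in one group and had the largest SD of the log2 ratio of the 6 time points, 2.05 against 0.83 to 1.46 at the 4 split points. The libraries of 1 dai also lie in one group and still differed, with an SD of 1.37. Their chi-square of 32.3 was the lowest, against 102 to 278 at the split points. Their median absolute log2 ratio was also the lowest, 0.35 against 0.41 to 0.72. These measures go different ways, so 1 dai does not decide on the batch. At the 4 split points such a batch may be a part of the difference, since their deviations correlated with a median of 0.265, against at most 0.01 for the other pairs of time points. The 8 libraries with a low share were not uniform. Those of 9 dbi and 1 dai had 17204 to 19116 genes detected and 29.8% to 34.0% of reads not aligned. The others had 21704 to 22257 and 23.1% to 26.1%. This split follows the time points and cannot be separated from them. A difference between biological samples or a mislabelled library stays open, since each of the 12 libraries correlated best with one of its own stage but only 5 with their own partner. Of the 6 pretreatment libraries 0 did. Each was closest to replicate 2 of 14 dbi or of 0 dbi, the deepest of the 6, so depth may be a part of this. No biological explanation could be tested in this design.

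A candidate explanation for the short neighbouring models *CcGH3.1d* and *CcGH3.3*, *CcGH3.17e* and *CcGH3.17f*, and *CcGH3.17g* and *CcGH3.17h* is that each pair is 1 gene annotated as 2. The SDs over libraries of their log2 ratios were 2.16, 0.82 and 1.13, with a median of 1.13 against 2.47 over the other pairs of *CcGH3* genes, and their Pearson correlations were 0.67, 0.89 and 0.07, against a median of −0.05. Only *CcGH3.17e* and *CcGH3.17f* were close on both measures, and the small SD of *CcGH3.17g* and *CcGH3.17h* does not show that they move together. Close neighbours elsewhere in the genome reach such an SD as well, since 53.1% of 1638 pairs with gaps of at most 200 bp had an SD of at most 1.13 and 46.9% a larger one. With pairs that go different ways, split genes and close neighbours cannot be told apart.

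Most copies from *CcGH3.17a* to *CcGH3.17h* were lower in the 4 libraries with a high share of low mapping quality than in the partner library, in 31 of 32 values, the exception being *CcGH3.17c* at 0 dbi. Their median log2 ratio to the partner was −1.19, and that of *CcGH3.17i* was 0.25, so reads shared between near-identical copies may be lost there. At 9 dbi and 1 dai, whose libraries lie in one group, the medians of replicate 1 over replicate 2 were −0.57 and −0.65, with 5 of 8 copies lower at each. The larger of these, 0.653 in size, lay between the bounds set for each outcome, and the values of neighbouring copies in a library are not independent, so that loss at low mapping quality cannot be told apart from a difference that any pair of libraries shows.

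For the 2195 genes that changed between stages, 10 groupings of the 6 time points into 3 and 3 exist, and 1 of them, the real one, gave as many. The highest of the others was 0 genes. The groupings are too few for a share under 0.05.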
